# Mutually suppressive roles of KMT2A and KDM5C in behaviour, neuronal structure, and histone H3K4 methylation

**DOI:** 10.1038/s42003-020-1001-6

**Published:** 2020-06-01

**Authors:** Christina N. Vallianatos, Brynne Raines, Robert S. Porter, Katherine M. Bonefas, Michael C. Wu, Patricia M. Garay, Katie M. Collette, Young Ah Seo, Yali Dou, Catherine E. Keegan, Natalie C. Tronson, Shigeki Iwase

**Keywords:** Autism spectrum disorders, Molecular neuroscience

## Abstract

Histone H3 lysine 4 methylation (H3K4me) is extensively regulated by numerous writer and eraser enzymes in mammals. Nine H3K4me enzymes are associated with neurodevelopmental disorders to date, indicating their important roles in the brain. However, interplay among H3K4me enzymes during brain development remains largely unknown. Here, we show functional interactions of a writer-eraser duo, *KMT2A* and *KDM5C*, which are responsible for Wiedemann-Steiner Syndrome (WDSTS), and mental retardation X-linked syndromic Claes-Jensen type (MRXSCJ), respectively. Despite opposite enzymatic activities, the two mouse models deficient for either *Kmt2a* or *Kdm5c* shared reduced dendritic spines and increased aggression. Double mutation of *Kmt2a* and *Kdm5c* clearly reversed dendritic morphology, key behavioral traits including aggression, and partially corrected altered transcriptomes and H3K4me landscapes. Thus, our study uncovers common yet mutually suppressive aspects of the WDSTS and MRXSCJ models and provides a proof of principle for balancing a single writer-eraser pair to ameliorate their associated disorders.

## Abstract (web summary)

Vallianatos et al. study the functional interactions of KMT2A and KDM5C, H3K4me enzymes known to be involved in neurodevelopmental disorders. Using genetic mouse models, neuronal structure analysis, neurobehavior, and epigenomic profiling, they demonstrate a mutually suppressive relationship between KMT2A and KDM5C during neurodevelopment.

## Introduction

Dysregulation of histone methylation has emerged as a major contributor to neurodevelopmental disorders (NDDs) such as autism spectrum disorders and intellectual disabilities^1^. Histone methylation can be placed on a subset of lysines and arginines by histone methyltransferases (writer enzymes) and serves as a signaling platform for a variety of nuclear events including transcription^2^. Reader proteins specifically recognize methylated histones, thereby converting methylation signals into higher-order chromatin structures. Histone methylation can be removed by a set of histone demethylases (eraser enzymes). Pathogenic variants in all three classes of methyl-histone regulators cause NDDs, indicating critical, yet poorly understood roles of histone methylation dynamics in brain development and function^3^.

Histone H3 lysine 4 methylation (H3K4me) is one of the most well-characterized histone modifications. H3K4me is primarily found at transcriptionally permissive areas of the genome. The three states, mono-, di-, and tri-methylation (H3K4me1–3), uniquely mark gene regulatory elements and play pivotal roles in distinct steps of transcription. While H3K4me3/2 are enriched at transcriptionally engaged promoters, H3K4me1 is a hallmark of transcriptional enhancers^4,5^. At promoters, H3K4me3 contributes to recruitment of general transcription machinery TFIID and RNA polymerase II^6,7^. H3K4me1 at enhancers can be recognized by BAF, an ATP-dependent chromatin remodeling complex^8^.

H3K4me is extensively regulated by more than seven methyltransferases and six demethylases in mammals^9^. Consistent with the important roles of H3K4me in transcriptional regulation, genomic distribution of H3K4me appears highly dynamic during brain development^10^. However, the contributions of each of these enzymes in the dynamic H3K4me landscapes of the developing brain remain largely unknown. Strikingly, genetic alterations in nine H3K4me enzymes and at least two H3K4me readers have been associated with human NDDs to date, indicating the critical roles of H3K4me balance^10^ (Fig. 1a). These human conditions can be collectively referred to as brain H3K4 methylopathies and point to non-redundant yet poorly understood roles of these genes controlling this single post-translational modification for faithful brain development. Of note, some of these enzymes can have non-enzymatic scaffolding function^11^ as well as non-histone substrates^12^; therefore, these disorders may potentially involve mechanism outside histone H3K4 methylation.

**Fig. 1:**
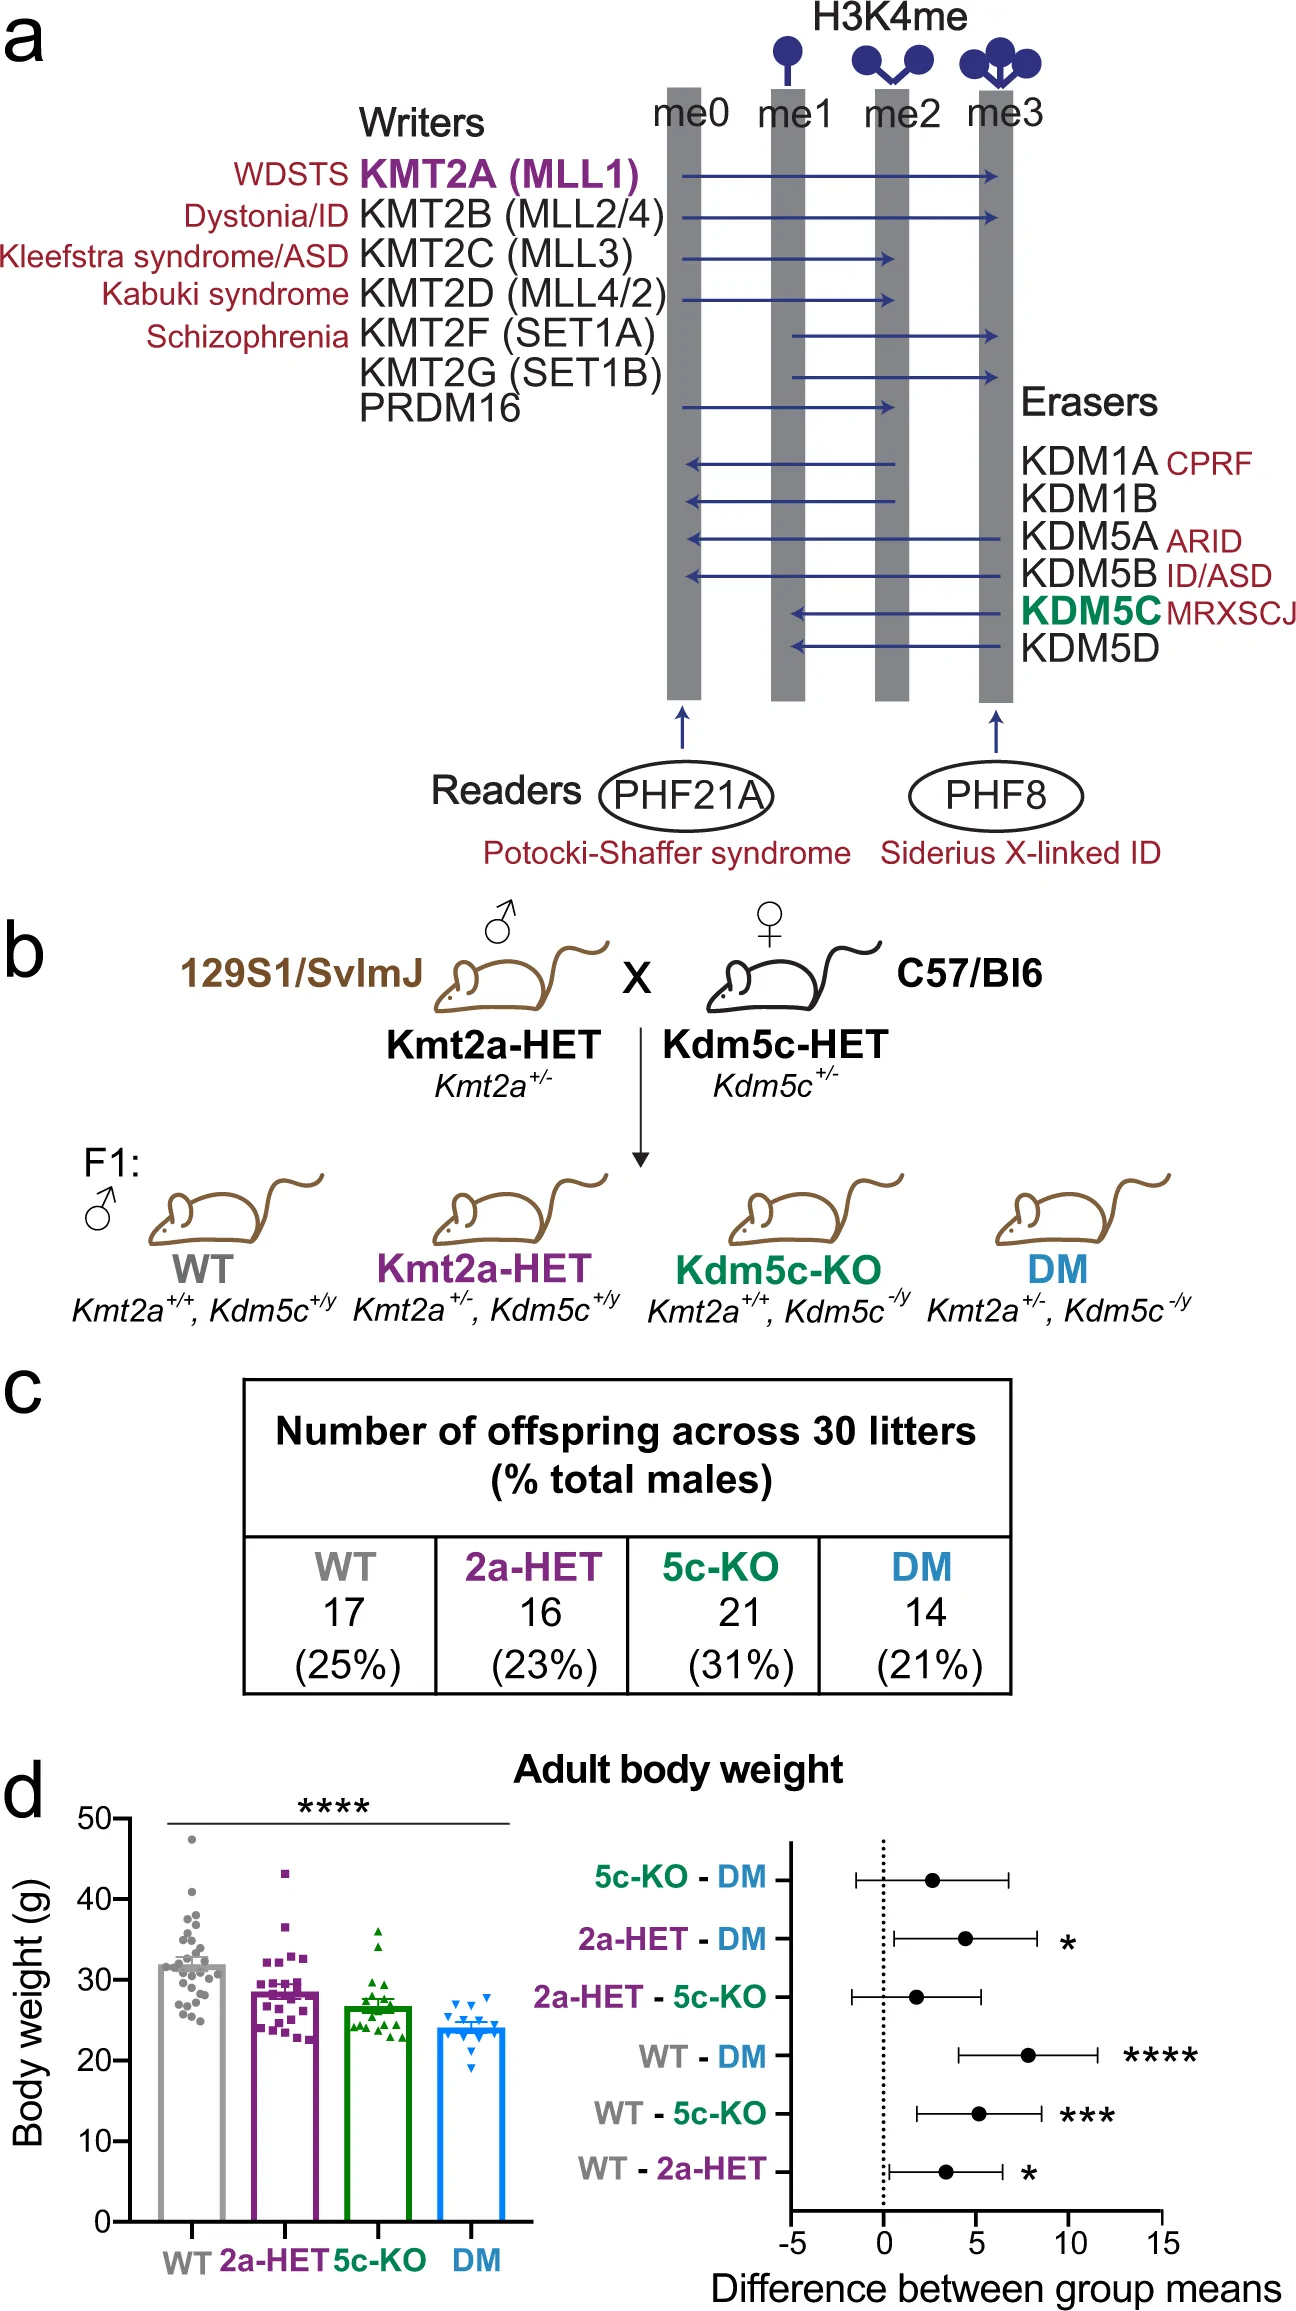
The H3K4 methylopathies and generation of the *Kmt2a-Kdm5c* double-mutant (DM) mouse. **a** Histone H3 lysine 4 (H3K4me) methyltransferases (writers) and demethylases (erasers) depicted by their ability to place or remove H3K4me. Reader proteins recognizing specific H3K4me substrates (arrows) are depicted below. Genes are listed next to their associated neurodevelopmental disorder. KMT2A and KDM5C are highlighted in purple and green, respectively. WDSTS Weideman–Steiner Syndrome, ID intellectual disability, ASD autism spectrum disorder, CPRF cleft palate, psychomotor retardation, and distinctive facial features, ARID autosomal recessive ID, MRXSCJ mental retardation, X-linked, syndromic, Claes-Jensen type. **b** Mouse breeding scheme crossing congenic 129S1/SvlmJ *Kmt2a*-heterozygous males with congenic C57/Bl6 *Kdm5c*-heterozygous females, resulting in F1 generation mice. Only males were used in this study. **c** Numbers of male offspring across 30 litters, showing Mendelian ratios of expected genotypes. **d** Left panel: body weight of adult mice >2 months of age (mean ± SEM, ****p < 0.0001 in One-Way ANOVA). Right panel: difference between group means of weight (mean ± 95% confidence intervals, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 in Tukey’s multiple comparison test).

As histone modifications are reversible, one can, in theory, correct an imbalance by modulating the writers or erasers. Chemical inhibitors of histone deacetylases (HDACs) have been successfully used to rescue phenotypes in mouse models of NDDs. HDAC inhibitors were able to ameliorate learning disabilities in mouse models of Rubinstein-Taybi and Kabuki syndromes, which are deficient for CREBBP or KMT2D, writer enzymes for histone acetylation or H3K4me, respectively^13,14^. However, the HDAC inhibitors, such as SAHA and AR-42, used in these studies interfere with multiple HDACs^15^, which could potentially result in widespread side effects. Given the non-redundant roles of the H3K4me enzymes, a more specific perturbation is desirable.

In order to achieve specific modulation of H3K4me, an important first step is to delineate functional relationships between the H3K4 enzymes. Focus of the work is on a pair of NDD-associated writer/eraser enzymes: KMT2A and KDM5C. Haploinsufficiency of *KMT2A* underlies Weidemann–Steiner Syndrome (WDSTS), characterized by developmental delay, intellectual disability, characteristic facial features, short stature, and hypotonia^16^. Loss of KDM5C function defines Mental Retardation, X-linked, syndromic, and Claes–Jensen type (MRXSCJ), in which individuals display an intellectual disability syndrome with aggression, short stature, and occasional autism comorbidity^17^. Mouse models have provided experimental support for causative impacts of KMT2A and KDM5C deficiencies in impaired cognitive development^18–22^. Social behavior and neuronal structure in *Kmt2a*-KO mice however have not been characterized.

In the present work, we tested whether modulating a single H3K4me writer or eraser can ameliorate the neurodevelopmental symptoms observed in the WDSTS and MRXSCJ mouse models. We generated *Kmt2a*-, *Kdm5c*-double mutant (DM) mice, and performed systematic comparisons between wild-type (WT), single mutants, and DM mice.

## Results

### KMT2A and KDM5C co-exist broadly in the brain

We first examined expression patterns of KMT2A and KDM5C using publicly available resources, and found the two genes are broadly expressed throughout brain regions of adult mice and humans (Supplementary Fig. 1). *Kmt2a* and *Kdm5c* are expressed at comparable levels in all major excitatory and inhibitory neuron subtypes as well as glia cells in mouse visual cortices (Supplementary Fig. 1a), and also throughout mouse brains (Supplementary Fig. 1b). Consistently, developing and aging human brains express *KMT2A* and *KDM5C* at high, steady levels (Supplementary Fig. 1c). Thus, both writer and eraser are co-expressed across brain cell types, regions, and developmental stages in both humans and mice.

### Generation of *Kmt2a*-*Kdm5c* double-mutant mice

To test genetic interaction of *Kmt2a* and *Kdm5c*, we generated *Kmt2a*-*Kdm5c* double-mutant (DM) mice. Experimental mice were F1 hybrids of the two fully congenic strains: 129S1/SvImJ *Kmt2a*^+/−^ males^23^ and C57BL/6J *Kdm5c*^+/−^ females^21^ (Fig. 1b). This cross resulted in the following genotypes of male mice in an identical genetic background: wildtype (WT); *Kmt2a* heterozygote (*Kmt2a*-HET: *Kmt2a*^+/−^), *Kdm5c* hemizygous knock-out (*Kdm5c*-KO: *Kdm5c*^−/y^), and *Kmt2a*-*Kdm5c* double-mutant (DM: *Kmt2a*^+/−^, *Kdm5c*^−/y^), thereby allowing us to perform a comparison between the WDSTS model (*Kmt2a*-HET), the MRXSCJ model (*Kdm5c*-KO), and their composite (DM). We focus on males, because MRXSCJ predominantly affects males and *Kdm5c*-heterozygous female mice exhibit only minor cognitive deficits^22^.

These mice were born at expected Mendelian ratios of 25% per genotype, demonstrating the DM mice were not synthetic lethal (Fig. 1c). Genotypes were confirmed at RNA and DNA levels (Supplementary Fig. 1a–c), and protein level for KDM5C (Supplementary Fig. 1d). Brain anatomy showed no gross deformities in any of the genotypes (Supplementary Fig. 1e). Both *Kmt2a*-HET and *Kdm5c*-KO mice showed significant body weight reduction compared to WT (Fig. 1d, Supplementary Fig. 1f, one-way ANOVA: *F*^3,55^ = 10.28, *p* < 1.0 × 10^–4^, Tukey’s multiple comparison test: WT vs 2 A: *p* = 0.008, WT vs 5C: *p* = 0.008). DM body weight was significantly smaller compared to WT (DM vs WT: *p* < 1.0 × 10^–4^). Thus, loss of *Kdm5c* and *Kmt2a* heterozygosity both led to growth retardation, which was not corrected but rather slightly exacerbated in DM mice. Note that for all the four-way comparisons in this study, we first represent the *p*-values from one-way ANOVA tests of genotype–phenotype interaction with histograms. We then report *p*-values from post-hoc tests of all six genotype comparisons with 95% confidence intervals of group mean differences.

### Memory impairments in *Kdm5c*-KO were ameliorated in DM

We first sought to determine the effect of loss of *Kmt2a* and/or *Kdm5c* on mouse behavior through a battery of behavioral tests. Learning and memory was measured by two independent tests, contextual fear conditioning (CFC) and novel object recognition (NOR). In CFC, we observed a significant effect of genotype (CFC: *F*(3,60) = 4.133, *p* = 0.010). In accordance with previous findings^21,22^, *Kdm5c*-KO showed significant deficits in associative fear memory in CFC (Fig. 2a, WT vs 5 C: *p* = 0.017, 2A vs 5C: *p* = 0.0.024). Previous work reported that homozygous deletion of *Kmt2a* in excitatory hippocampal neurons leads to impaired fear memory in the CFC^20^. In contrast, *Kmt2a*-HET mice showed no deficits in either CFC or NOR (Fig. 2a, b) (CFC: *p* = 1.000), indicating that *Kmt2a*-heterozygosity does not lead to learning impairment measured in these assays. Importantly, DM mice did not differ from WT mice (Fig. 2a) (*p* = 0.923), suggesting that *Kmt2a* heterozygosity rescues CFC memory deficits of *Kdm5c*-KO mice.

**Fig. 2:**
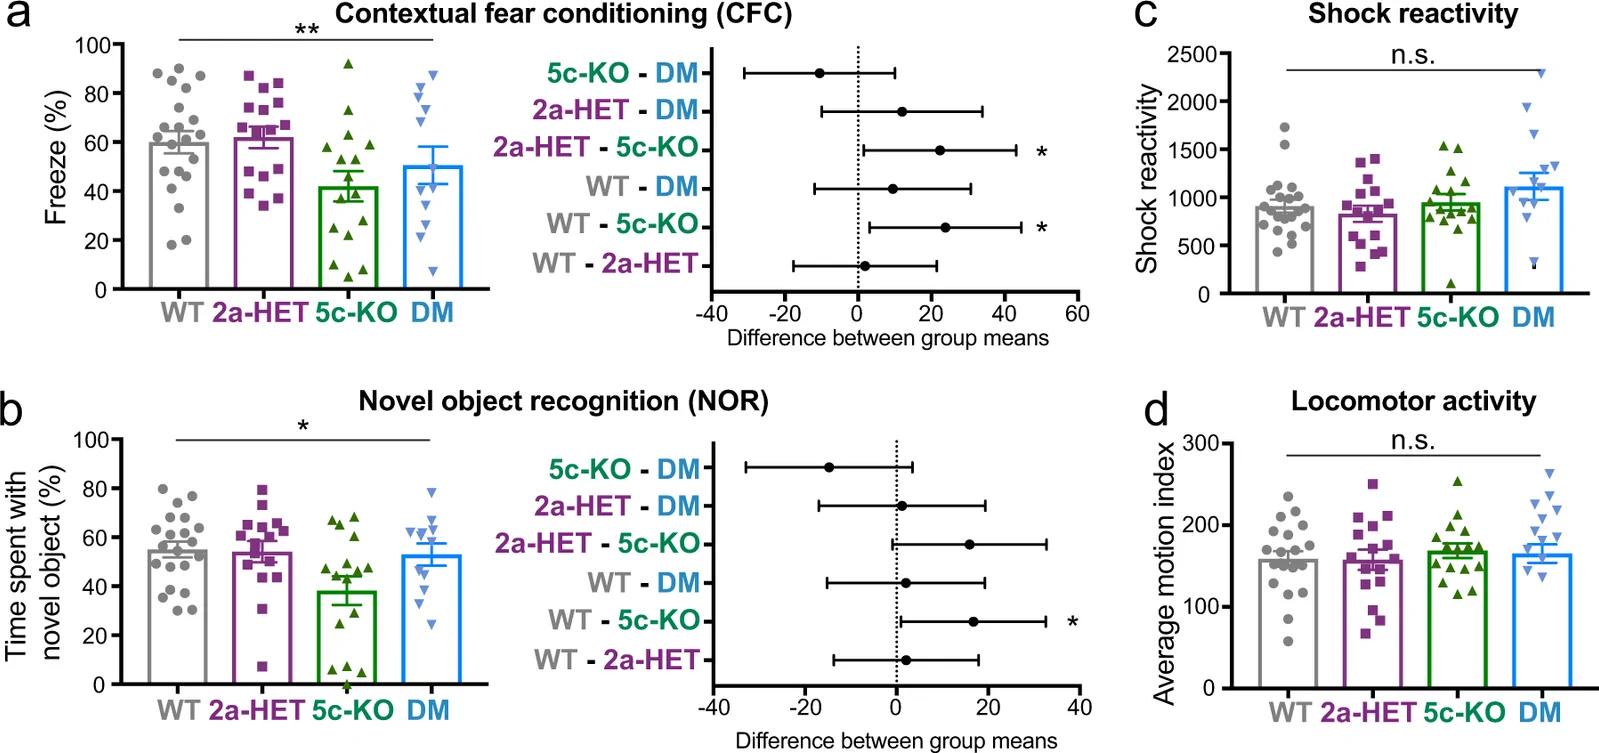
Deficit of memory-related behavior in *Kdm5c*-KO and its rescue in DM. **a** Contextual fear conditioning test. Left panel: freezing levels after shock on test day (mean ± SEM, *p < 0.05). Right panel: difference between group means of freezing (mean ± 95% confidence intervals, *p < 0.05). **b** Novel object recognition test. Left panel: preference for novel versus familiar object (mean ± SEM, *p < 0.05). Right panel: difference between group means of freeze response (mean ± 95% confidence intervals, *p < 0.05). **c** Response to mild foot-shock (mean ± 95% confidence intervals, no statistical significance [n.s.]). **d** Locomotor activity (mean ± 95% confidence intervals, no statistical significance [n.s.]). *N* = 21 WT, *N* = 16 *Kmt2a*-HET, *N* = 16 *Kdm5c*-KO, and *N* = 12 DM animals were used for all studies.

A similar pattern emerged in NOR, where we observed a significant main effect of genotype (*F*(3,64) = 3.20, *p* = 0.030). Here, *Kdm5c-*KO mice showed significantly less preference for the novel object than other genotypes (Fig. 2b) (WT vs 5C: *p* = 0.041; 2a vs 5C: *p* = 0.091). Consistent with our CFC results, neither *Kmt2a*-HET mice nor DM mice differed from WT mice (*p* = 1.000), suggesting that *Kmt2a* heterozygosity does not impair memory, but can rescue impairments of *Kdm5c*-KO. Importantly, WT, *Kmt2a*-Het, and DM mice showed preference for the novel object (*Z* = 2.029; *p* = 0.041). Nevertheless, as this was not a strong preference, it is likely that non-mnemonic effects, including anxiety processes, also contributed to avoidance-like behavior in *Kdm5c*-KO mice. Differences between genotypes in memory tasks were not attributable to locomotor activity or shock responsiveness, as none of these parameters showed significant differences among the genotypes (Fig. 2c, d).

### Social behavior in the single and double mutants

We next examined social behavior using the three independent behavioral paradigms. First, social interaction was tested with the three-chambered preference test, with an overall effect of genotype (*F*(3,60) = 3.726, *p* = 0.016). WT mice showed a robust preference for the novel mouse over the toy mouse (*Z* = 2.97, *p* = 0.003). Consistent with previous studies^21^, *Kdm5c*-KO mice exhibited significantly less preference for the stranger mouse compared with WT (WT vs 5C: *p* = 0.023); whereas *Kmt2a*-HET mice showed no differences from WT (Fig. 3a, WT vs 2A: *p* = 0.563)^20^. Similar to *Kdm5c*-KO, DM mice showed a strong trend towards less time with stranger mice compared to WT (WT vs DM: *p* = 0.077). No difference was detected between *Kdm5c*-KO and DM (5C vs DM: *p* = 1.000), indicating that *Kmt2a* heterozygosity does not alter social preference or rescue the deficit of *Kdm5c*-KO.

**Fig. 3:**
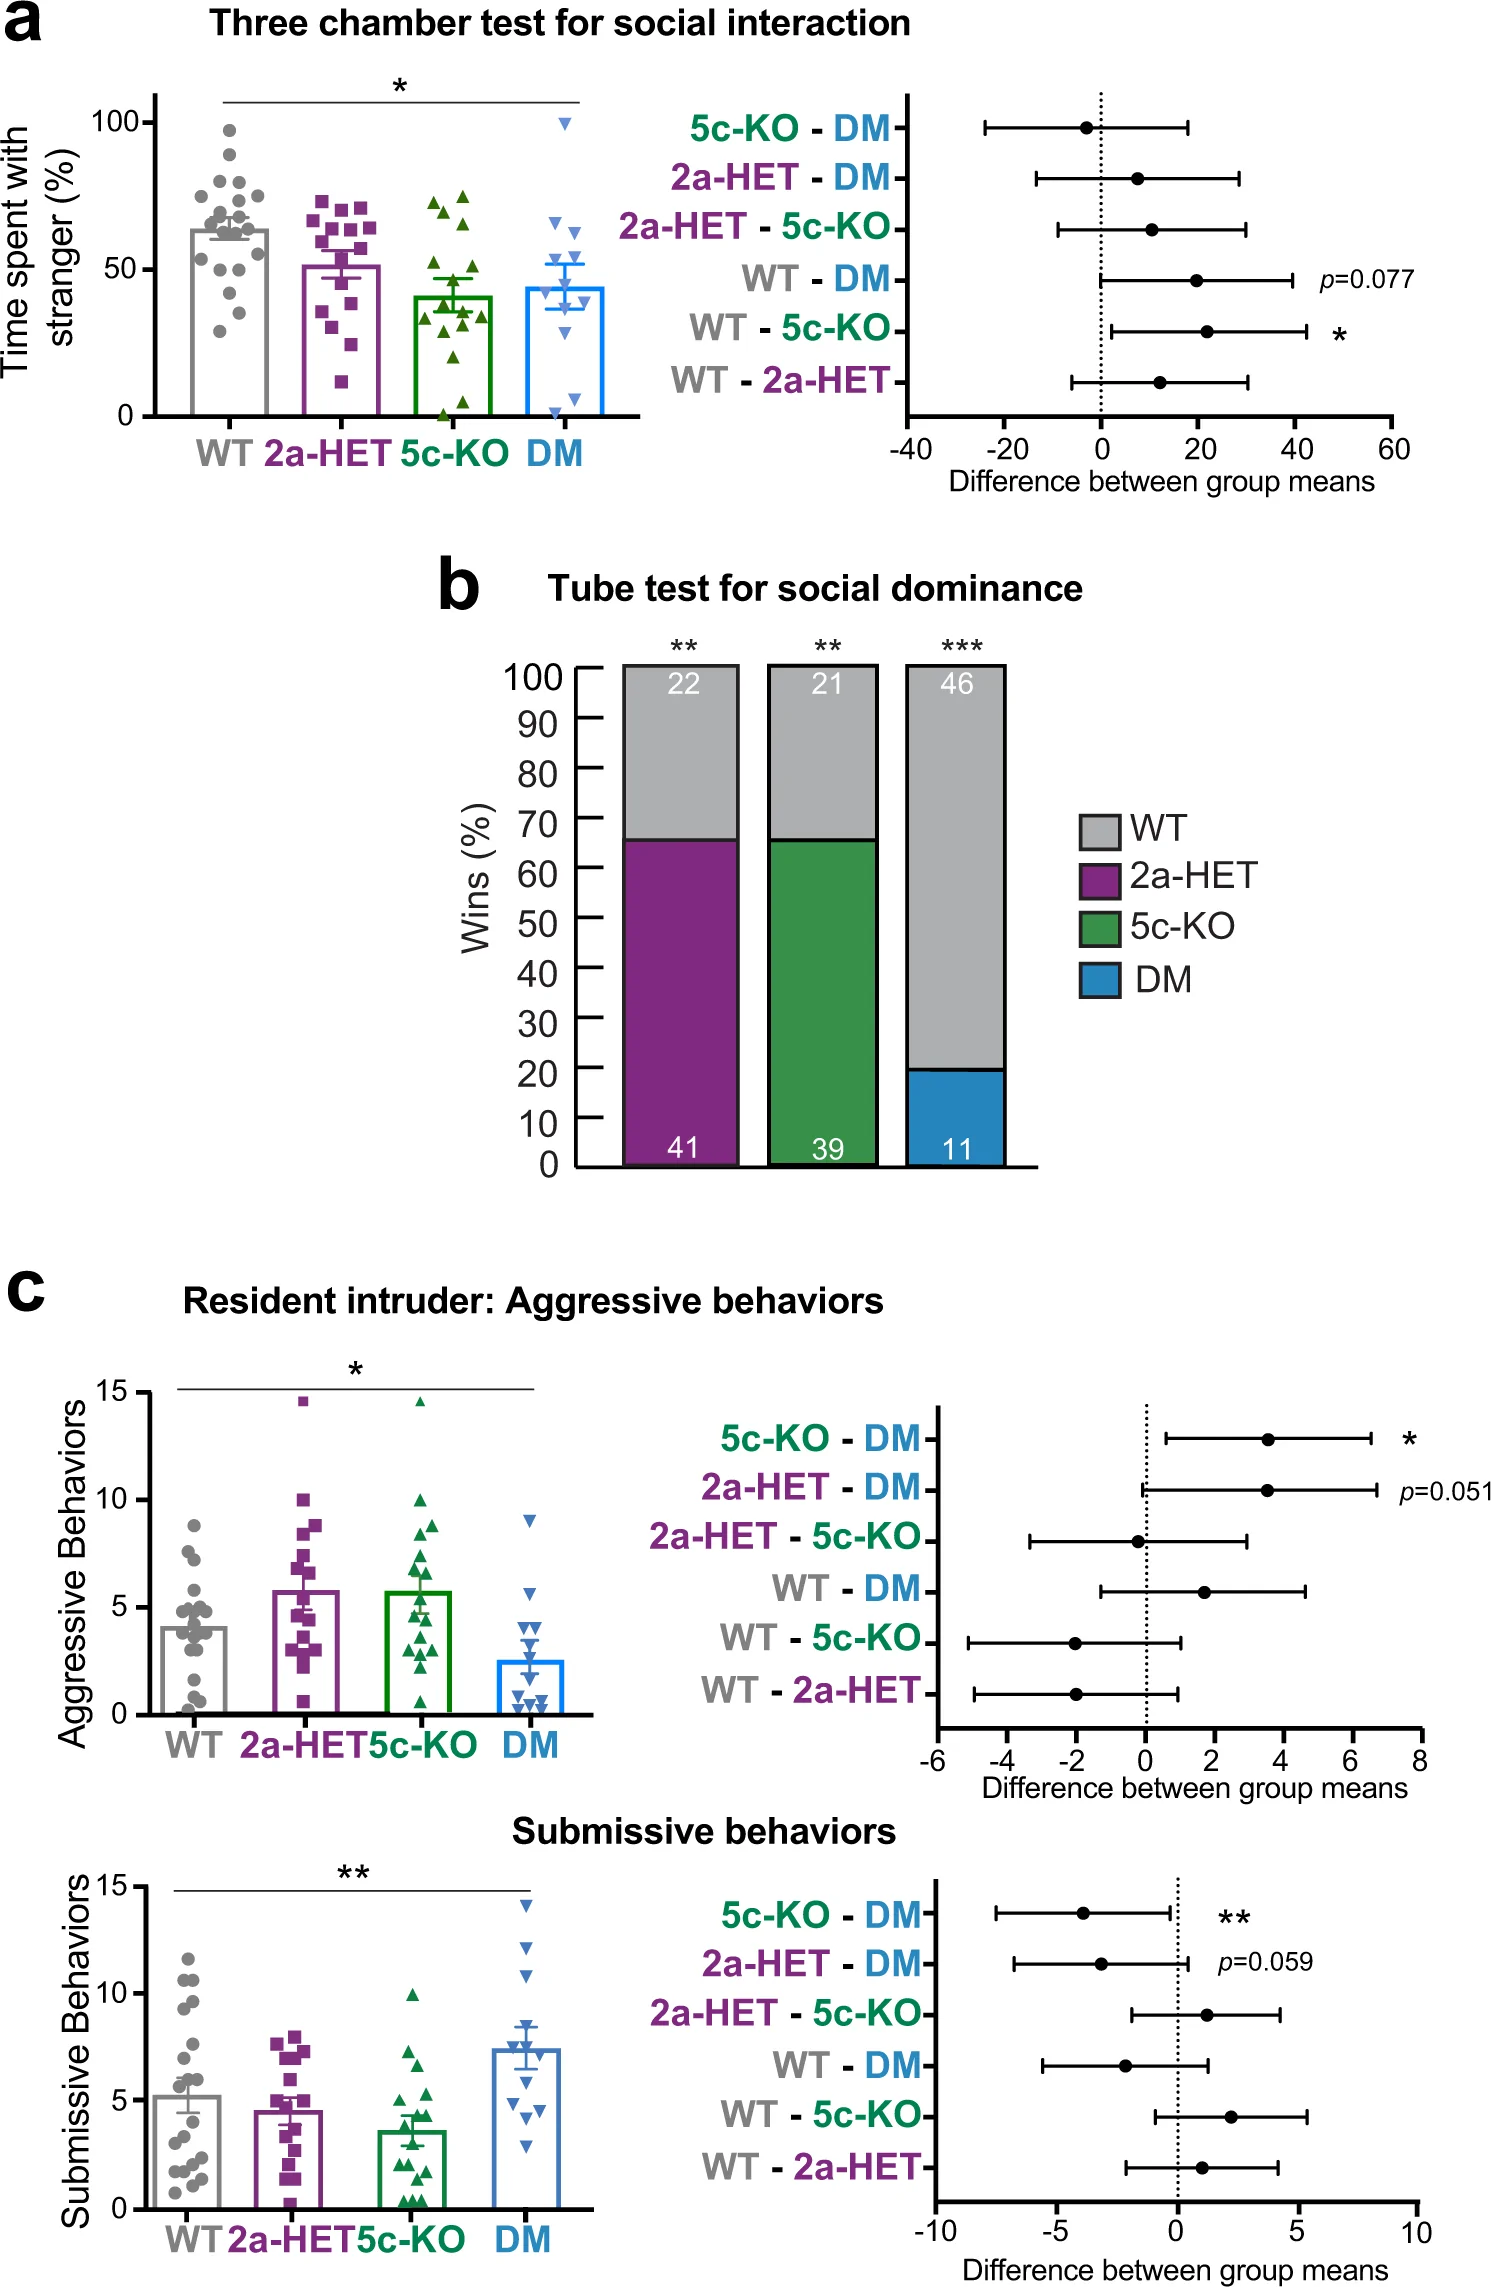
Differential impacts of double mutation in social behavior. **a** Three chamber test for social interaction. Left panel: preference for stranger versus toy mouse (mean ± SEM, *p < 0.05). Right panel: difference between group means of preference (mean ± 95% confidence intervals, *p < 0.05). **b** Tube test for social dominance. Proportion of wins in matches of each mutant versus WT. Numbers on colored bars represent total number of wins for WT (gray, above) or each mutant (below) in every matchup. **p < 0.01, ***p < 0.001, Exact binomial test. **c** Resident intruder test. Left panel: average number of all aggressive and submissive behaviors (mean ± SEM, *p < 0.05, **p < 0.01). Right panel: difference between group means of aggressive and submissive behaviors (mean ± 95% confidence intervals, *p < 0.05, **p < 0.01). *N* = 21 WT, *N* = 16 *Kmt2a*-HET, *N* = 16 *Kdm5c*-KO, and *N* = 12 DM animals were used for all studies.

In tests of social dominance (Fig. 3b), both *Kmt2a*-HET and *Kdm5c*-KO mice won more frequently against WTs (2A vs WT: 60.9%, *p* = 0.091, 5C vs WT: 68.4%, *p* = 0.008). In contrast, DM animals lost more than 80% of their bouts against WT (DM vs WT: *p* = 1.47 × 10^–5^). Although DM mice were slightly smaller compared to single mutants (Fig. 1d), this is unlikely to drive submissive behaviors, as body mass has been shown to have minimal impact on social hierarchy unless excess difference (>30%) is present between animals^24^, which is not the case in our study (Fig. 1d; 2A vs WT:11%, 5C vs WT: 17%, DM vs WT: 25%). These results indicate that the two single mutants share heightened social dominance and the double mutation reverses the social dominance.

Lastly, in the resident-intruder test, similar to other behavioral paradigms, overall effects of genotype were evident in both aggressive and submissive behavior (Fig. 3c, aggressive behavior: *F*(3,60) = 3.642, *p* = 0.018; aggression × genotype: *F*(12,240) = 1.853, *p* = 0.041; submissive behavior: (*F*(3,60) = 4.335, *p* = 0.008). The genotype effect on aggressive behaviors inversely correlated with that of submissive behavior, reinforcing the changes in specific behaviors rather than general locomotor activity. Both *Kmt2a*-HET and *Kdm5c*-KO showed a trend of increased aggression and decreased submission when we combined frequency of all aggressive or submissive behavior types compared to WT (Fig. 3c).

DM mice showed significantly reduced overall aggression compared to the two single mutants (Fig. 3c, DM vs 5C: *p* = 0.045, DM vs 2A: *p* = 0.051). Reciprocally, DM mice were more submissive compared to single mutants (DM vs 5C: *p* = 0.006, DM vs 2A: *p* = 0.059). Comparison between DM and WT mice did not yield any significant differences. The decreased aggression and increased submission of DM relative to the single mutants were also observed in multiple behavior types, including mounting, chasing for aggression (Supplementary Fig. 3a), and cowering and running away for submission (Supplementary Fig. 3b). Thus, these results suggest that double mutations alleviate aggressive behavior of both *Kmt2a*-HET and *Kdm5c*-KO mice.

Together, the behavioral studies revealed more pronounced deficits in *Kdm5c*-KO animals compared to *Kmt2a*-HET mice in terms of memory and social interaction, while *Kmt2a*-HET and *Kdm5c*-KO mice shared increased social dominance and aggression. The consequences of double mutations varied between the tests, with clear rescue effects on cognitive tasks, dominant behavior, and aggression, and no effect on social interactions. No behavioral traits were exacerbated in DM. These results establish common and unique behavioral deficits of *Kdm5c*-KO and *Kmt2a*-HET mice and mutual suppression between the two genes in some of the traits.

**Fig. 4:**
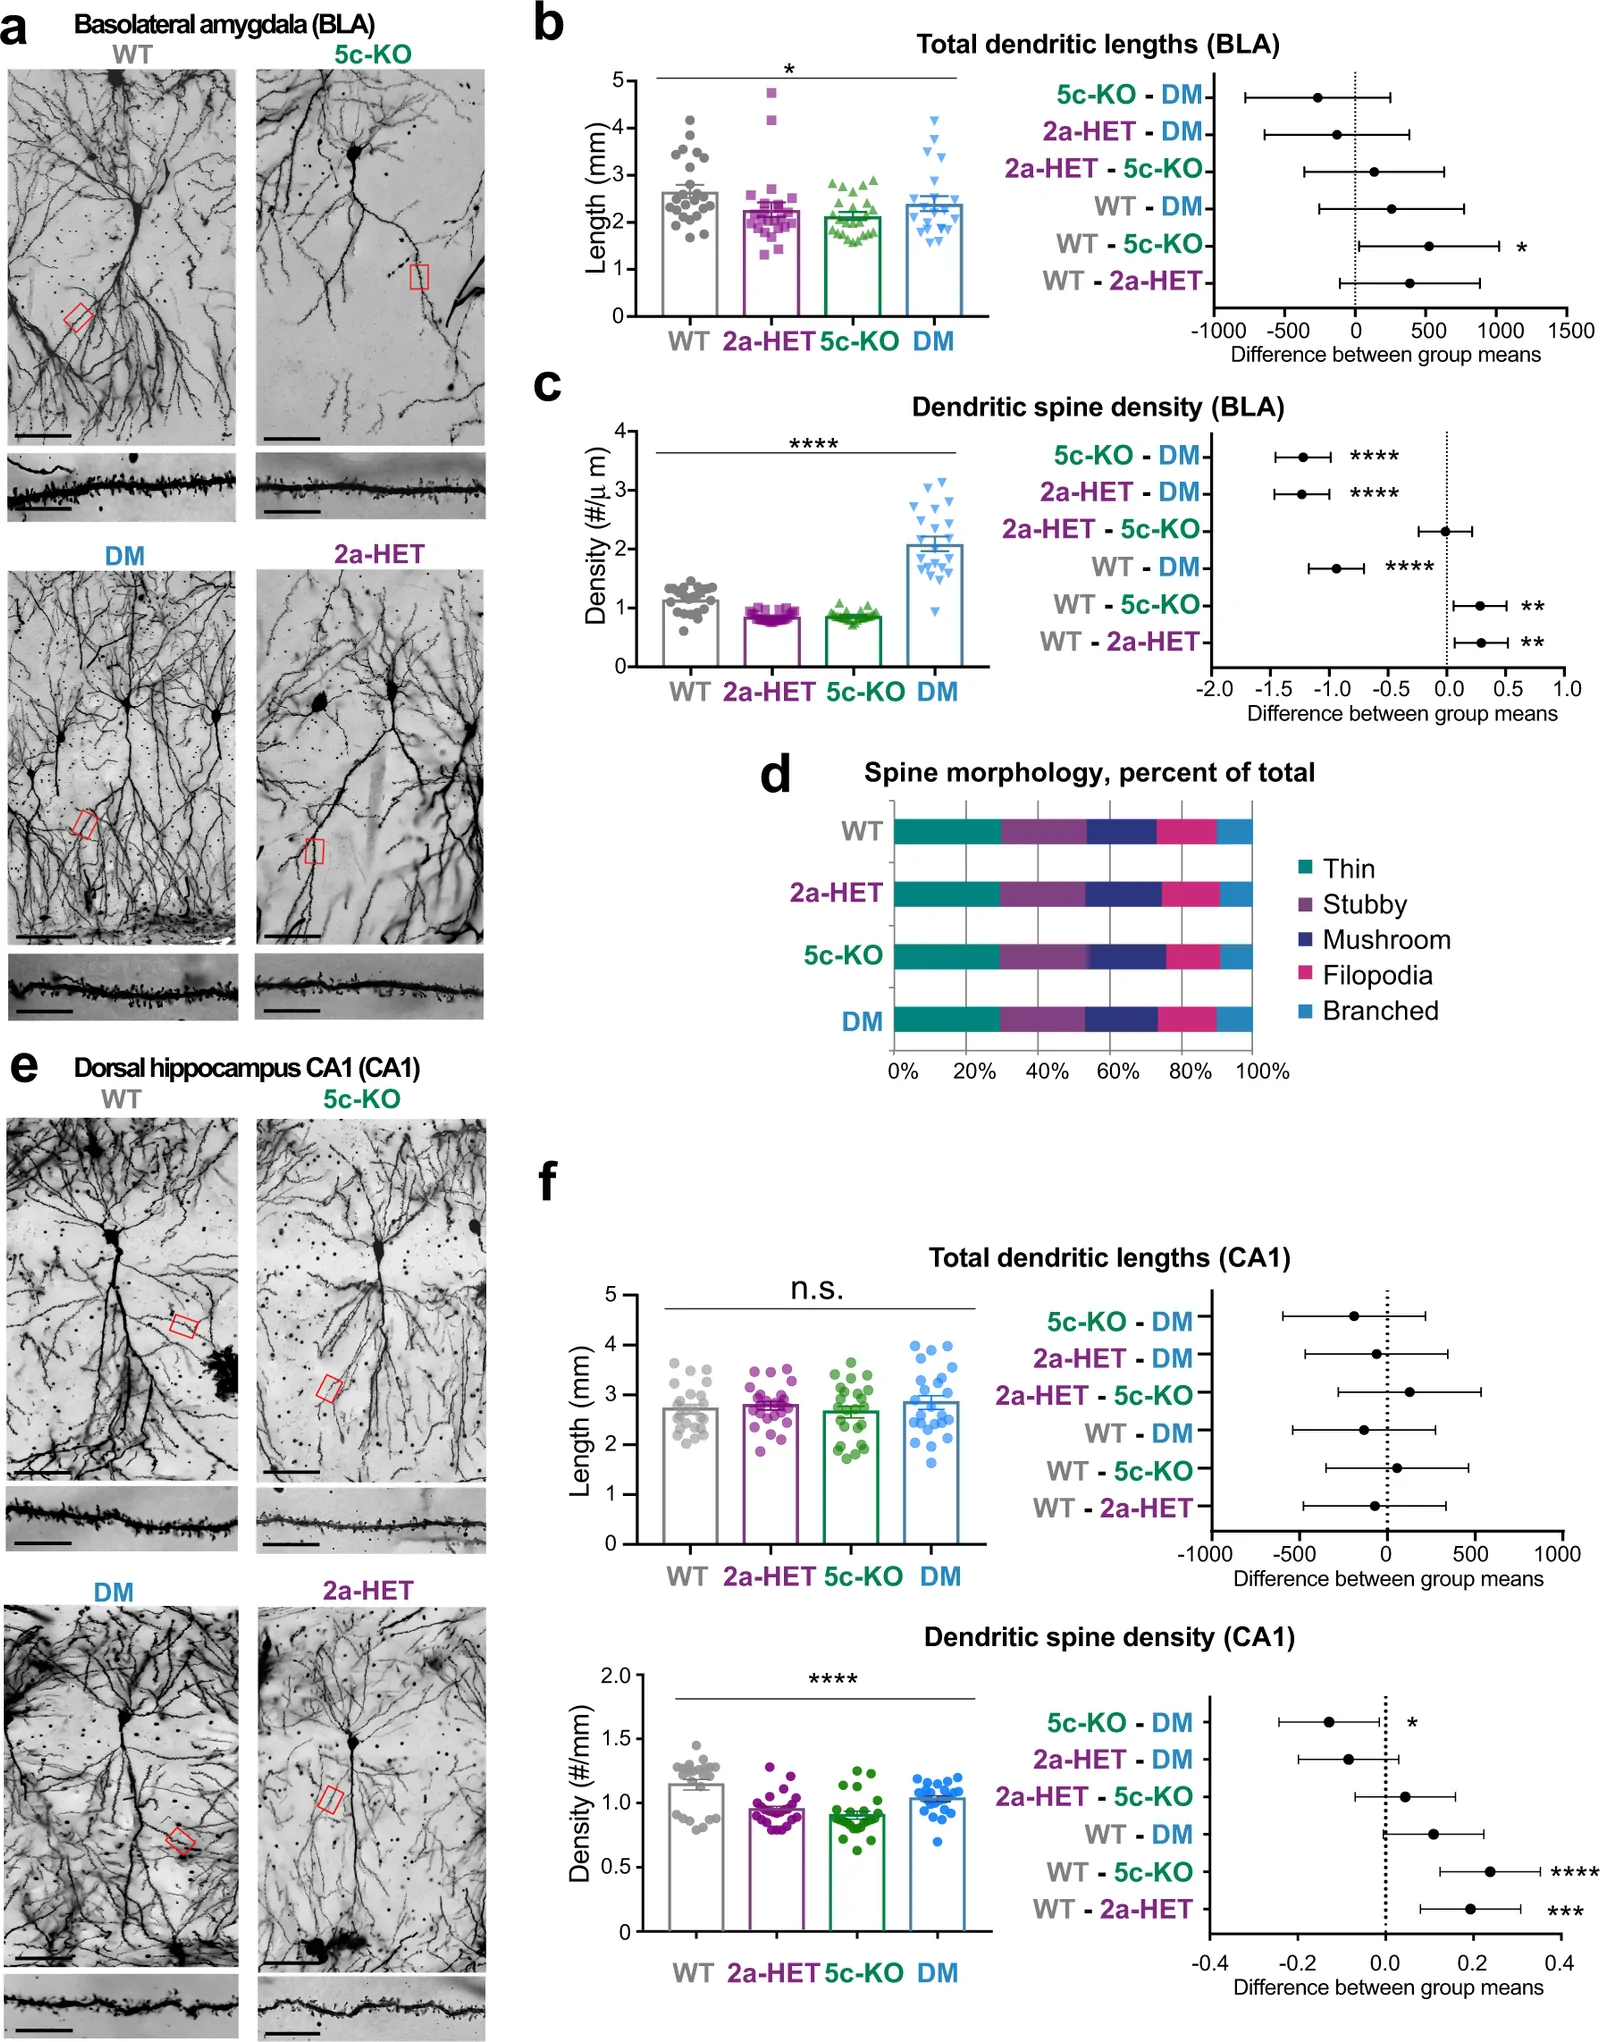
Altered dendrite morphology of *Kdm5c*-KO and *Kmt2a*-HET was reversed in DM animals. **a** Representative images of basolateral amygdala (BLA) pyramidal neurons across all genotypes, depicting overall neuron morphology including dendrite lengths and dendritic spines. Scale bars represent: 100 μm (above, whole neuron image), 10 μm (below, spine image). **b**, **c** Left panel: total dendrite lengths (**b**) or spine density (**c**) (mean ± 95% *p < 0.05, ****p < 0.0001, one-way ANOVA). Right panel: difference between group means (mean ± 95% confidence intervals, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 in Tukey’s multiple comparison test). **d** Quantification of spine morphology subtypes represented as percentage of total spines counted. **e**, **f** Morphometry of pyramidal neurons within the dorsal hippocampus CA1. At least 20 neurons from four animals per genotype were quantified for all panels.

### Roles of KMT2A, KDM5C, and their interplay in neuronal morphology

Altered dendrite morphology is a hallmark of many human NDDs, as well as animal models of NDDs^25^. We previously found reduced dendritic length and spine density in basolateral amygdala (BLA) neurons of *Kdm5c*-KO adult male mice^21^. Assessment of dendritic morphology in *Kmt2a*-HET has not been reported. We first performed comparative dendrite morphometry of pyramidal neurons in the BLA using Golgi staining for the four genotypes (Fig. 4). For *Kdm5c*-KO neurons, we recapitulated our previous findings of reduced dendrite lengths (Fig. 4a, b, one-way ANOVA followed by Tukey’s multiple comparison test, WT vs 5C: *p* = 0.034) and lower spine density (Fig. 4a, c, WT vs 5C: *p* = 0.008). Similar to *Kdm5c*-KO neurons, *Kmt2a*-HET cells exhibited a reduction in spine density (Fig. 4b, c, WT vs 2A: *p* = 0.005) but not in dendritic length (WT vs 2A: *p* = 0.177).

Dendrite lengths of DM did not differ significantly from that of WT (Fig. 4b, WT vs. DM: *p* = 0.550); however, these lengths were also not different from that of *Kdm5c*-KO (*Kdm5c*-KO vs. DM: *p* = 0.534), representing a weak restorative effect. In contrast, dendritic spine density of DM showed a significant increase that surpassed a rescue effect (Fig. 4c). As morphology of dendritic spines progressively changes during synaptogenesis and development, we also asked whether developmental subtypes of dendritic spines were altered in any genotype. We did not find dramatic changes in spine morphology among the four genotypes (Fig. 4d, Supplementary Fig. 4), indicating selective requirement of *Kdm5c* and *Kmt2a* for regulation of spine numbers.

Since the ventral hippocampus CA1 (vCA1) receives inputs from BLA^26^, we also performed morphometry analyses of pyramidal neurons in this region. Genotype had significant impact on dendritic spine density (one-way ANOVA, *F*(3, 92) 11.51, *p* < 1.0 × 10^–4^) but not on dendritic lengths (*F*(3, 92) = 0.564, *p* = 0.639). While dendritic lengths did not show any difference in *Kdm5c*-KO and *Kmt2a*-HET neurons, spine density was decreased in the two single mutants compared to WT (WT vs 2A: *p* = 2.0 × 10^–4^, WT vs 5C: *p* < 1.0 × 10^–4^).

In DM vCA1, spine density showed a trend of degrease compared to WT, yet this did not reach statistical significance (WT vs DM: *p* = 0.066). DM spine density was significantly higher than *Kdm5c*-KO (DM vs 5C: *p* = 0.021) but similar to *Kmt2a*-HET (DM vs 2A: *p* = 0.223). These analyses indicate reduced spine density in both *Kdm5c*-KO and *Kmt2a*-HET vCA1 neurons and its partial correction in DM.

Overall, we conclude that *Kmt2a*-HET and *Kdm5c*-KO share a reduced spine density in both BLA and vCA1. Double mutations led to reversal of spine phenotype in BLA and partial restoration in vCA1, supporting mutually suppressive roles of KMT2A and KDM5C in dendritic spine development.

### Roles of KMT2A and KDM5C in mRNA expression

*Kdm5c*-KO mice exhibit aberrant gene expression patterns in the amygdala and frontal cortex^21^, and hippocampus^22^. Excitatory-neuron specific conditional *Kmt2a*-KO mice were also characterized with altered transcriptomes in the hippocampus and cortex^19,20^. However, the global gene expression of *Kmt2a*-HET, which is akin to the WDSTS syndrome genotypes, has not been determined. To compare the impact of *Kmt2a*-heterozygosity and *Kdm5c*-KO on the transcriptomes, we performed mRNA-seq using the amygdala and the hippocampus of adult mice with four animals per genotype. We confirmed the lack or reduction of reads from *Kdm5c* exons 11 and 12 and *Kmt2a* exons 8 and 9 (Supplementary Fig. 2a, b). The accurate microdissection of brain regions was confirmed by co-clustering of our data with another published mRNA-seq^27^ (Supplementary Fig. 5a). Principal component analysis (PCA) indicated that transcriptomic divergence was primarily driven by brain regions rather than genotypes (Supplementary Fig. 6a).

In the amygdala, we identified 132 differentially expressed genes (DEGs) in *Kdm5c*-KO (5C-DEGs) and no 2A-DEGs (*p-adj* < 0.1, *n* = 4, Fig. 5a, Supplementary Fig. 6). The hippocampus yielded a consistently higher number of DEGs across the mutant genotypes (344 5C-DEGs and 4 2A-DEGs). The small number of 2A-DEGs is likely due to the one remaining copy of *Kmt2a*. Given increased social dominance (Fig. 3b) and clear reduction of dendritic spines (Fig. 4) in *Kmt2a*-HET mice, we reasoned that such phenotypes might be associated with mild gene misregulation, which was not detected by DEseq2. To be able to analyze the gene expression in *Kmt2a*-HET, we set a relaxed cut off (*p* < 0.005) and retrieved 78 and 139 genes as 2A-DEG from the amygdala and hippocampus, respectively (Fig. 5b, Supplementary Fig. 6). We found an overall similarity in gene misregulation between the two brain regions for both *Kdm5c*-KO and *Kmt2a*-HET (Supplementary Fig. 7a, b). Table S1 lists all DEGs found in the study.

**Fig. 5:**
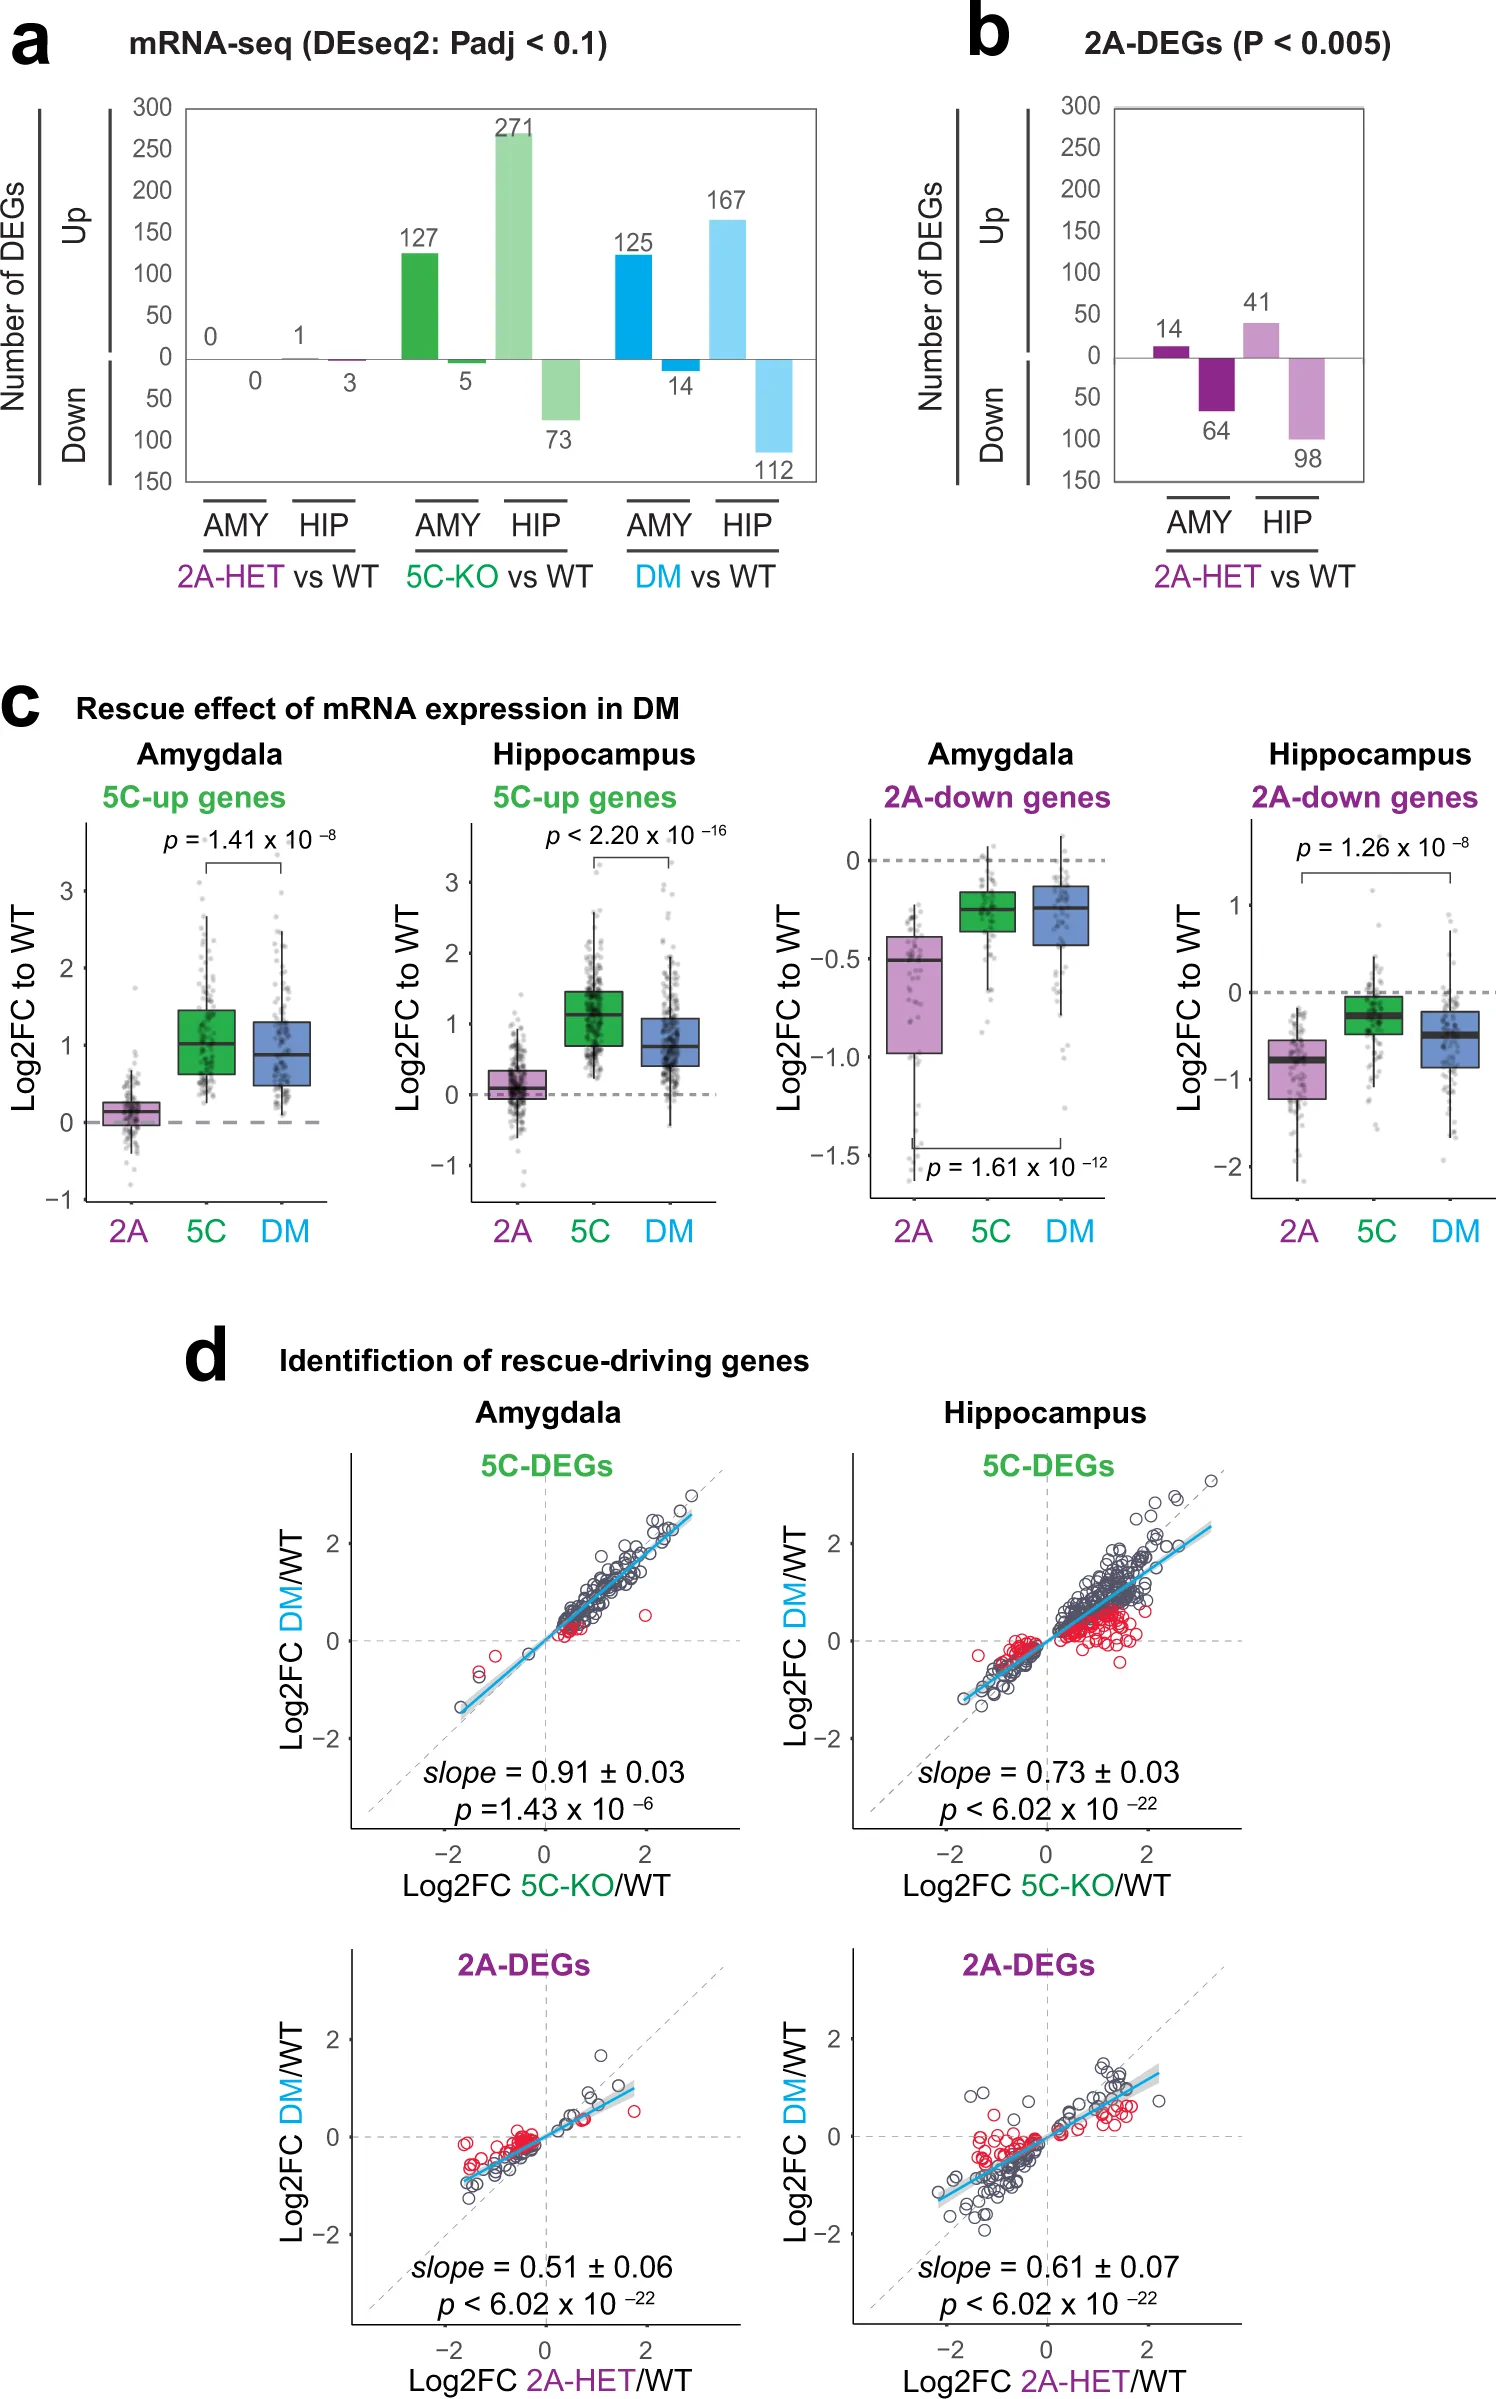
The transcriptomes in the amygdala and hippocampus. **a** Number of differentially expressed (DE) genes across genotypes were determined using a threshold of *p-adj* < 0.1. or relaxed cut-off of *p* < 0.005 for *Kmt2a*-HET in **b** (see also Table S1). We analyzed amygdala and hippocampal tissues from four animals for each genotype. **c** Behavior of single-mutant DEGs in DM. Log2 fold change of DEGs relative to WT were plotted across the three mutants. Boxplot features: box: interquartile range (IQR), bold line: median, gray dots: individual genes. Associated *p* values result from Wilcoxon signed-rank tests. **d** Identification of rescue-driving genes and regression analysis. Blue fitting lines and slopes result from linear regression of log2 fold changes between the two genotypes. Gray shade: 95% confidence interval. *P*-values indicate probability of the null hypothesis that the fitting line does not differ from 1 (Warton et al.^48^). Red circles: rescue-driving genes (see Methods).

We next compared the gene expression profiles between the single mutants. The majority of 5C-DEGs were upregulated and 2A-DEGs were downregulated (Fig. 5a, b, Supplementary Fig. 6). This result agrees with KMT2A’s primary role as a transcriptional coactivator and KDM5C’s suppressive activity on transcription, yet KDM5C can also act as a positive regulator of transcription^28^. If KMT2A and KDM5C counteract, DEGs would be oppositely misregulated between the single mutants. Indeed, we found that 28–29% of 5C-DEGs and 8–17% of 2A-DEGs show signs of opposite regulation in the other single mutant (Supplementary Fig. 8a, b). Substantial fractions of DEGs were misregulated in the same directions (Supplementary Fig. 8a, b), which might be due to indirect consequences of gene manipulations and altered circuits.

### Impact of double mutations on mRNA expression

If the double mutations fully restore the normal transcriptome, the DM transcriptome should resemble to that of WT over single mutants. However, the DM brain tissues had a similar number of DEGs as *Kdm5c*-KO (Fig. 5a). Many DM-DEGs overlap with 5C-DEGs (84 in the amygdala and in the hippocampus), and 41 DM-DEGs overlap with 2A-DEGs in the hippocampus (Supplementary Fig. 8c). Thus, the DM transcriptome still retains some mRNA misregulations of single mutants and does not fully return to the normal state.

To assess the rescue effect more quantitatively, we compared fold changes of single-mutant DEGs as a group between genotypes. Expression of 5C-up-regulated genes was significantly lower in the DM amygdala and hippocampus (Paired Wilcoxon signed-rank test, *p* < 1.41 × 10^–8^, Fig. 5c). Reciprocally, expression of 2A-down-regulated genes was significantly higher in DM brain tissues (*p* < 1.26 × 10^–8^, Fig. 5c). We further examined how individual DEGs behaved in DM. The fold changes of 5C-DEGs and 2A-DEGs in single mutants clearly correlated with those in DM, indicating that single-mutant DEGs are similarly dysregulated in DM in general. However, the slopes of linear regression were lower than 1 with statistical significance, suggesting the partial rescue effect (Fig. 5d). The mildest rescue effect was observed in 5C-DEGs in the DM amygdala (linear regression slope = 0.91 ± 0.03), while 5C-DEGs in the hippocampus and 2A-DEGs exhibit more pronounced rescue effects (slope: 0.51–0.73). These results indicate that misregulation of genes in both *Kdm5c*-KO or *Kmt2a*-HET was partially corrected in the DM brain tissues.

We then sought to isolate genes that might have contributed to the rescue effects at cellular and behavioral levels. As shown by the red circles in Fig. 5d, some DEGs exhibit stronger rescue effects than others. We selected these genes as potential drivers of rescue effects (see Methods). While 10 genes in the amygdala and 81 genes in the hippocampus drove rescue effects of 5C-DEGs, 36 genes in the amygdala and 46 genes in the hippocampus contributed to the partial restoration of normal 2A-DEGs expression in DM (Supplementary Data 2). We then performed pathway analysis on these rescue-driving genes using the Enrichr program. While 2A-rescue genes did not yield any statistically significant enrichment (*p-adj* < 0.05), 5C-rescued genes showed an enrichment of a mouse KEGG pathway, “neuroactive ligand-receptor interaction” (*p-adj* = 5.60 × 10^–3^, Odds ratio: 6.01). The following 10 genes contributed to the enrichment: *Pomc*, *Adcy2*, *Agt*, *Adora2a*, *Mc3r*, *Gabre*, *P2ry14*, *Tacr1*, *Trh*, *and Lhb*. Except for *P2ry14*, all these genes have known roles in learning and memory or aggression (Table 1). Many of these genes were expressed at low levels in the WT and were derepressed following the KDM5C loss (Supplementary Data 2), suggesting roles for KDM5C in suppressing aberrant gene expression.

**Table 1:** Rescued 5C-DEGs that drove enrichment of the KEGG pathway “Neuroactive ligand-receptor interaction”.

Gene symbol	Encoded protein	Chromosome	Description
*Tacr1*	Tachykinin receptor 1	chr6	Tachykinin receptor (aka neurokinin-1 or Substance-P receptor). G-protein coupled receptors found across the brain. Elevated *TACR1* mRNA levels in ASD patients with heightened aggression^49^. Decreased aggression in *Tacr1*-KO mice^50^.
*Lhb*	Beta subunit of luteinizing hormone (LH)	chr7	Major roles of LH in testosterone production. Additional roles of LH in learning and memory functions, e.g. elevated LH impairs spatial memory of rodents^51^.
*Trh*	Thyrotropin-releasing hormone (TRH)	chr6	Primary TRH production in hypothalamic neurons. Some production and activity within the hippocampus. TRH stimulates GABA release within CA1 of the hippocampus^52^.
*Gabre*	The epsilon subunit of the GABA-A	chrX	The epsilon subunit of GABA-A Receptor, an inhibitory chloride channel. Agonist-independent activity produces a tonic inhibitory tone onto neurons^53^. Highest in the hypothalamus.
*Adcy2*	Adenylyl cyclase 2	chr13	Stimulated by G-protein signaling and PKC. High expression in the soma and dendrites of hippocampal neurons and a proposed role in coincidence detection^54^.
*Adora2a*	Adenosine A2a receptor	chr10	A G-protein coupled receptor of extracellular adenosine. A regulator of neurogenesis and hippocampal volume. Modulatory roles of BDNF expression and GABA and glutamate signaling in the hippocampus^55^. Increased body mass, anxiety, and heightened aggression in *Adora2a*-KO mice^56^.
*Pomc*	Pro-opiomelanocortin	chr12	A peptide-hormone regulating the hypothalamic function such as feeding. High expression in the hypothalamus, and lower expression in the amygdala and hippocampus. Implicated in the cognitive decline of Alzheimer’s disease^31^.
*Mc3r*	Melanocortin 3 receptor	chr2	MC3R is receptor for cleavage products of POMC. The hypothalamic function in weight and feeding. Roles in hippocampal memory consolidation^33^.
*Agt*	Angiotensinogen	chr8	A peptide-hormone primarily produced by astrocytes and converted into Angiotensin, neuroactive peptides. Well-known roles in vascular regulation, such as blood pressure. Angiotensin II inhibits LTP in the dentate gyrus in the hippocampus^57^.
*P2ry14*	Purinergic receptor P2Y, G-protein coupled	chr3	G-protein coupled receptor that binds UDP-glucose.

Interestingly, most of these genes encode peptide hormones, their receptors, or downstream signaling molecules. For example, Pro-opiomelanocortin (POMC) is a peptide-hormone primarily known for its roles in regulating hypothalamic functions, such as feeding^29^. In addition to its high expression in the hypothalamus, *Pomc* is also expressed in the amygdala and the hippocampus^30^. POMC signaling in these regions has been implicated in the cognitive decline of Alzheimer’s disease^31^. Another gene in the list, *Mc3r*, encodes a POMC receptor. *Mc3r* is expressed in the hypothalamus and limbic structures such as the amygdala and hippocampus^32^. Similar to *Pomc*, *Mc3r*’s roles have been primarily studied in the hypothalamus, yet this gene has also been implicated in hippocampal memory consolidation^33^. Collectively, these results raise the possibility that aberrant peptide-hormone signaling and its normalization underlie phenotypic outcomes of *Kdm5c*-KO and DM mice.

### H3K4me3 landscapes in WDSTS and MRXSCJ models

We sought to determine the impact of KMT2A- and KDM5C-deficiencies and double mutation on the H3K4me3 landscape within the amygdala. In western blot analyses, global H3K4me1–3 levels were not altered dramatically in any mutant (Fig. 6a, Supplementary Fig. 9). We thus performed H3K4me3 chromatin immunoprecipitation coupled with deep sequencing (ChIP-seq) to probe local changes genome-wide. 

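Amygdala nuclei were digested with micrococcal nuclease, which cuts the DNA between nucleosomes, and fragments carrying H3K4me3 were recovered with an antibody. The series comprised 11 H3K4me3 samples and 4 input samples, 1 input per genotype. Of these, 2 H3K4me3 samples came from WT mice and 3 from each of the mutant genotypes. The mice were 8 to 14.5 months old. About 20000 nuclei and 2 μg of antibody were used per reaction, and single-end reads of 75 bases were obtained. The paper reports a mean of 9100000 uniquely mapped reads per H3K4me3 sample, with a range of 7400000 to 13900000, and 38000000 to 44000000 per input. The file analysed here is the list of WT peaks, which the authors called with MACS2 against the input and deposited as 1 list for the 2 WT mice together. It therefore carries no spread between replicates, and intervals given for shares cover counting error only. The mutant samples and the per-sample read counts were not analysed here, so no comparison between genotypes was made. Each line of the list gives a chromosome, the position of a peak summit, which spans 1 bp, and a score. The summits were annotated with GENCODE version M21 on GRCm38, the assembly also called mm10. Because the list gives no peak boundaries, a summit was assigned to a feature by its single position, which can place a wide peak in a different class from one assigned by its whole interval.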

To assess the IP specificity, we spiked-in an array of recombinant nucleosomes carrying 15 common methylations along with DNA barcodes appended to the Widom601 nucleosome positioning sequence^34^ (see Methods). The two recombinant H3K4me3 nucleosomes dominated the Widom601-containing DNA in all IP reactions with negligible signals from other methylation states such as H3K4me1 or H3K4me2 (Supplementary Fig. 10a), demonstrating a superb specificity of the ChIP.

**Fig. 6:**
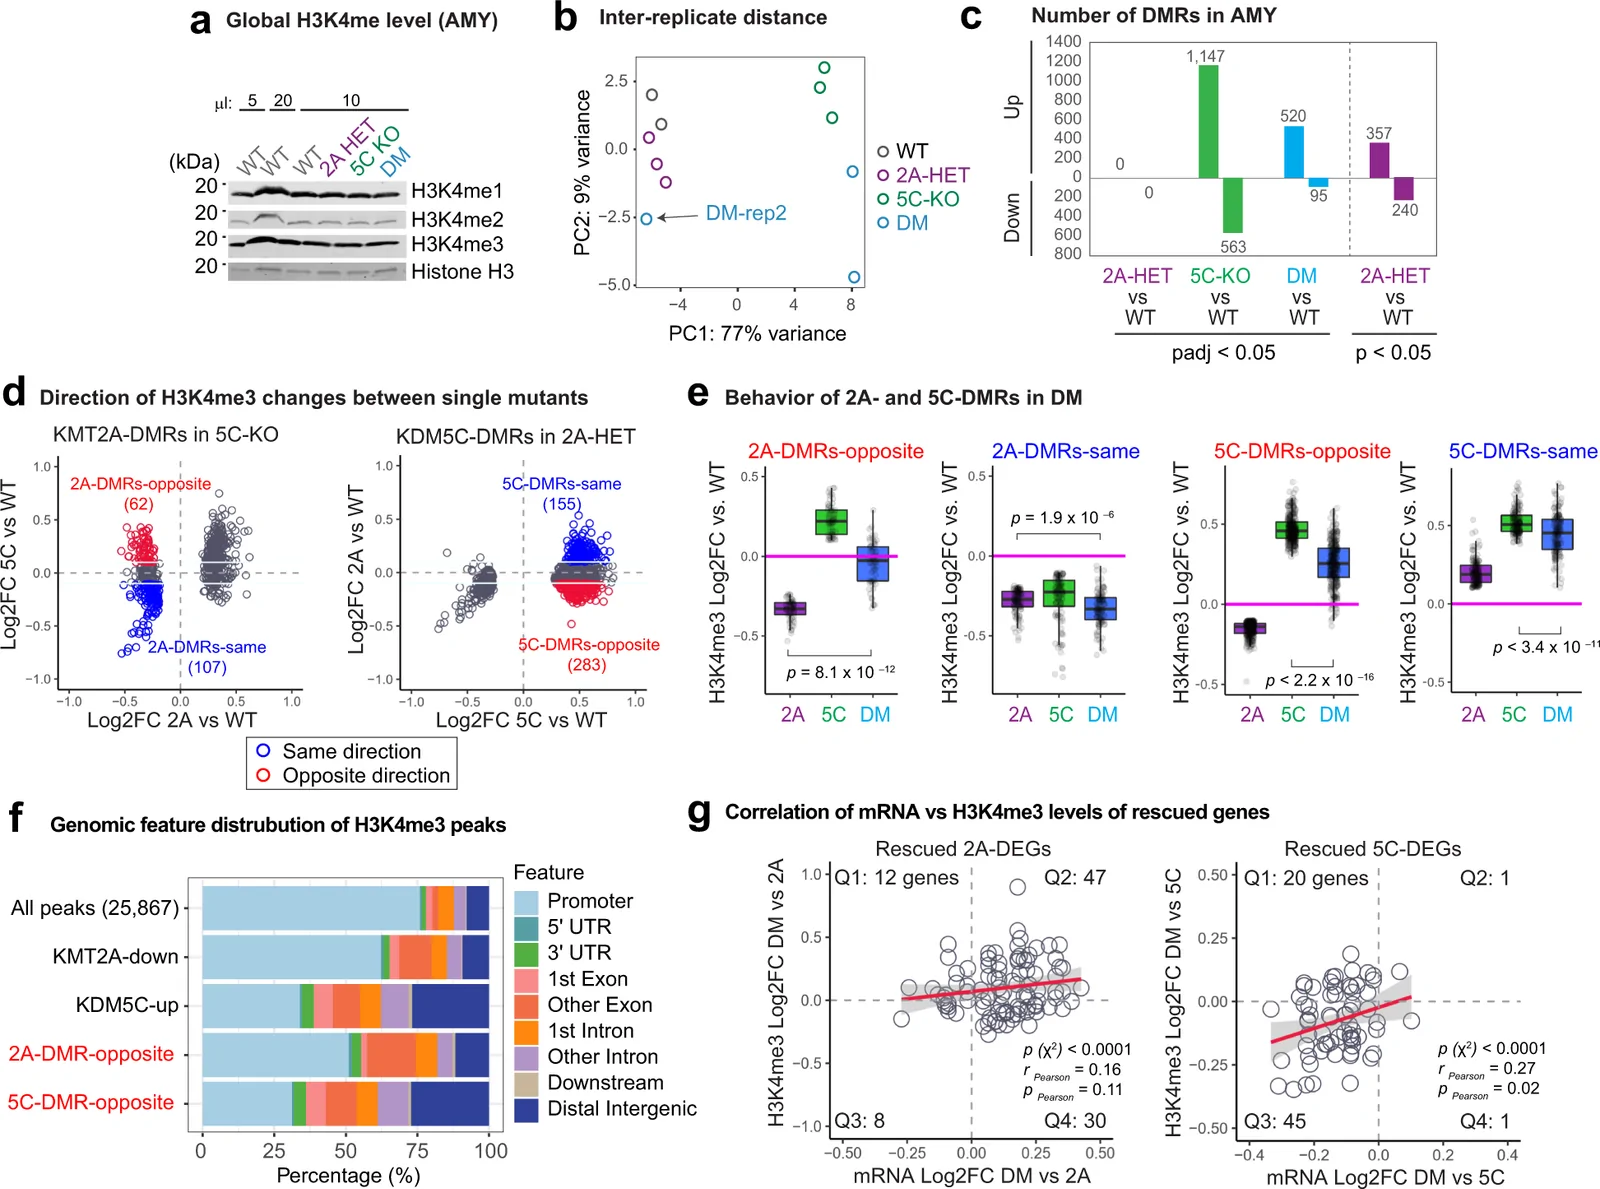
Altered H3K4me3 landscapes in the amygdala and rescue effect in DM. **a** Western blot of whole-brain lysates showing unchanged global H3K4 methylation across genotypes. Total histone H3 was detected using an antibody recognizing the C-terminus of H3, and used as a control for equal loading. **b** PCA analysis of H3K4me3 ChIPseq replicates. We analyzed amygdala tissue from 2 to 3 animals (rep1–3) for each genotype (see Methods). **c** Number of H3K4me3 DMRs in 2a-HET, 5c-KO, or DM compared to WT across the genome. 2A-HET DMRs are retrieved with a relaxed threshold (*p* < 0.05). **d** Direction of H3K4me3 changes between single mutants. Genes are colored based on the direction of misregulation between the single mutants. **e** Behavior of single-mutant DMRs in DM. Log2 fold change of DMRs relative to WT were plotted across the three mutants. Boxplot features: box: interquartile range (IQR), bold line: median, gray dots: individual genes. Associated *p* values result from Wilcoxon signed-rank tests. **f** Genomic features of H3K4me3 peaks. **g** Involvement of H3K4me3 restoration near rescued DEGs. H3K4me3 log2 fold changes (FC) are plotted as function of mRNA log2 FC between DM and single mutants. Red line: linear regression fitting line with 95% confidence interval (gray shade). The gene numbers fall into each of the four quadrants as indicated (Q1–Q4). Results of *χ*^2^ test and Pearson’s correlation coefficient (*r*) and *p*-value (*p*) are noted.

PCA analyses of H3K4me3 distribution indicated that WT and *Kmt2a*-HET are close each other, while *Kdm5c*-KO and DM cluster separately from the WT-2a-HET cluster. Reminiscent of the transcriptome data (Fig. 5), we did not recover any differentially methylated regions (DMRs) in *Kmt2a*-HET, while *Kdm5c*-KO had 1147 hypermethylated regions (Fig. 6c, Supplementary Fig. 9, *p*-*adj* < 0.05, see Methods). In *Kdm5c*-KO, 583 loci are hypomethylated compared to WT, and these regions are highly methylated regions in WT (Fig. 6c and Supplementary Fig. 10). By relaxing the threshold, we obtained weak 2A-HET DMRs (Fig. 6c, 357 hypermethylated and 240 hypomethylated). We then examined how these single-mutant DMRs behaved in the other single mutant. Compared to the transcriptome data (Supplementary Fig. 8), we were able to recover more DMRs that are misregulated in opposite directions between the single mutants (Fig. 6d). These results suggest that H3K4me3 changes represent the action of KMT2A and KDM5C more directly compared to mRNA expression. Comparable numbers of DMRs still show same-direction H3K4me3 changes, which may again reflect indirect consequences of gene manipulations.

### Rescue effect of H3K4me3 landscapes in DM

We next examined the impact of double mutations on H3K4me3 distributions. Notably, in the PCA plot, the second replicate of DM showed a stronger rescued compare to other replicates, indicating that expressivity of rescue effect varies among individual animals (Fig. 6b). The number of DMRs in DM are smaller than those of single mutants, indicating a global rescue of aberrant H3K4me3 (Fig. 6c). We then assessed how single-mutant DMRs behaved in DM. Note that, we focused on hypomethylated loci in *Kmt2a*-HET and hypermethylated loci in *Kdm5c*-KO (colored loci in Fig. 6d) based on their enzymatic activities. The opposite-direction 2A-DMRs showed complete normalization in DM, while the same-direction 2A-DMRs were even more hypomethylated in DM (Fig. 6e). Likewise, the opposite-direction 5C-DMRs showed more pronounced rescue effect in DM compared to same-direction 5C-DMRs (Fig. 6e). This direction-dependent rescue effect persisted even when we omitted DM rep2 from the analysis (Supplementary Fig. 11). These results strongly support the idea that KMT2A and KDM5C counteract to normalize H3K4me3 levels in specific genomic loci.

Peak annotation revealed that rescued DMRs tend to be outside the promoters, such as distal intergenic regions, introns, and internal exons (Fig. 6f). 

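The list of WT peaks was searched in the regions that Supplementary Fig. 12 displays, with positions on GRCm38. On chromosome 18, a summit at 35815024 had a score of 8.07, higher than 15.8% of the list. GENCODE places it in an intron of the processed transcript AC141471.2, 13717 bp from the nearest protein-coding TSS, that of Ube2d2a. On chromosome 13, a distal intergenic summit at 72639850 had a score of 29.4 and lay 7253 bp from the TSS of Irx2. At Sytl4 (ENSMUSG00000031255, chromosome X, 133936385 to 133981812, minus strand), a summit at 133981631 lay 152 bp downstream of a TSS and scored 43.3. At Pou1f1 (ENSMUSG00000004842, chromosome 16, 65520511 to 65535005), the displayed region held no WT summit. At Map6d1 (ENSMUSG00000041205, chromosome 16, 20233303 to 20241358, minus strand), a promoter summit at 20240717 scored 217.2, higher than 81.5% of the list. Between Allc and Colec11 on chromosome 12, a distal intergenic summit at 28589733 scored 36.3, and a summit at 28607792 inside an intron of Colec11 scored 41.4. In all, 5 of the 6 displayed regions held a WT summit. Only 1 of them, at Map6d1, held a summit at or above the median score of the list.

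**Figure D1:**
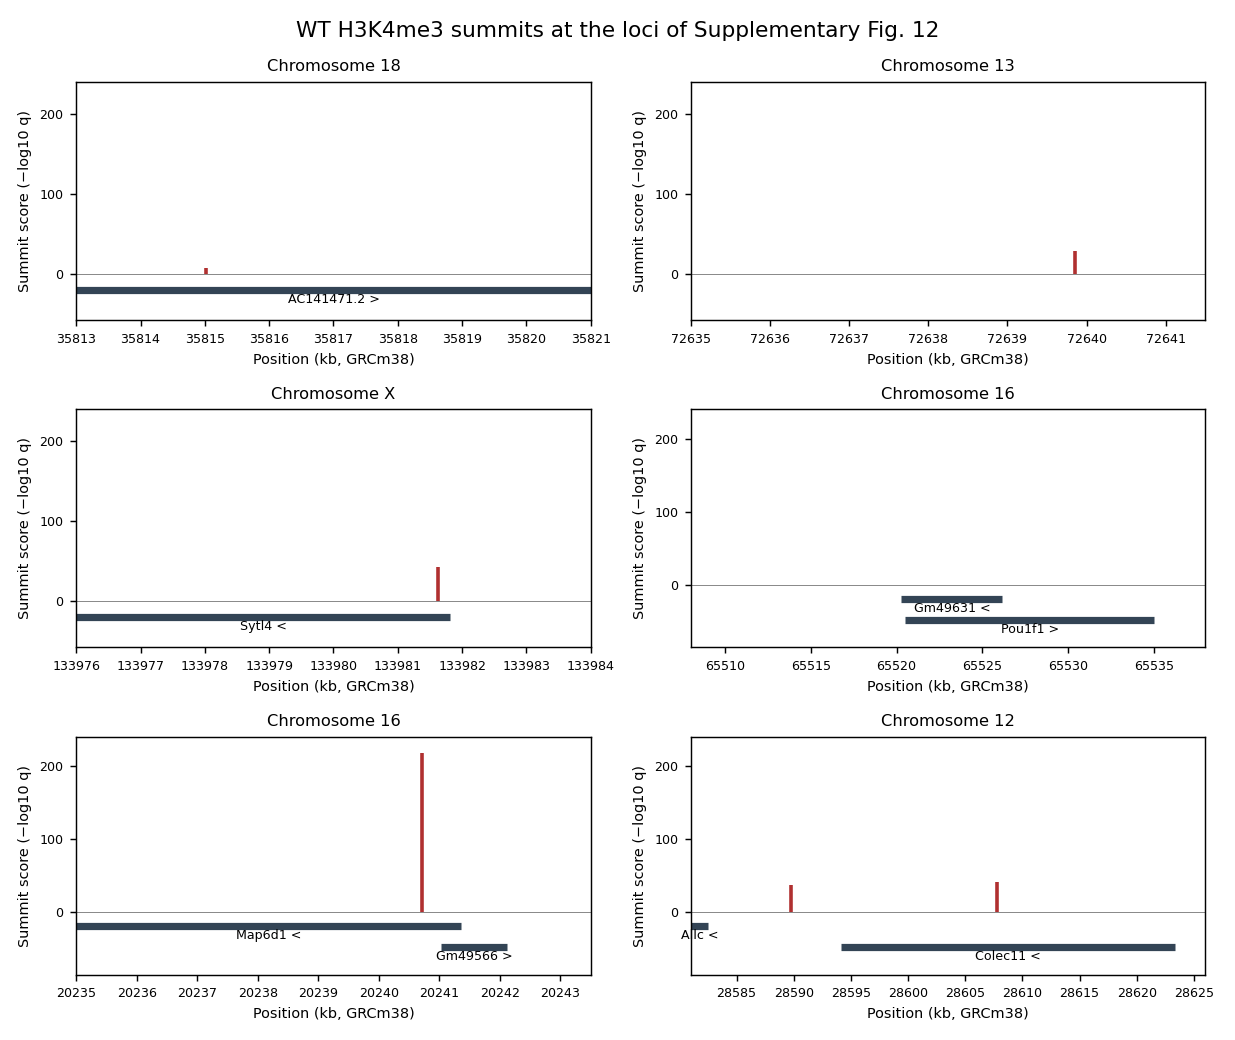
WT H3K4me3 summits (red lines, height is the authors' score) and annotated genes (dark bars, arrowheads give the strand) in the 6 regions, with positions in kb on GRCm38. The summit at Map6d1 scores 217.2 and the others score 43.3 or less.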

ChIP-seq tracks of exemplary loci are represented in Supplementary Fig. 12. Finally, we tested whether the rescue effects in gene expression involve normalization of H3K4me3. We took all rescued 2A-DEGs and plotted DM vs 2A fold changes of H3K4me3 as a function of DM vs 2A mRNA changes (Fig. 6g). Rescued 2A-DEGs mostly showed an increase in mRNA levels in DM (Q2 and Q4). When mRNA expression increases from 2A-HET to DM, H3K4me3 levels also increase, which results in the larger number of genes within the upper right quadrant of the plot (Q2, 47 genes, *p* < 1.0  × 10^–4^, *χ*^2^ test). Similarly, when mRNA expression decreases from 5C-KO to DM, the majority of genes are accompanied by decreased H3K4me3 nearby (Q3: 45 genes vs Q1: 20 genes, *p* < 1.0 × 10^–4^, *χ*^2^ test). Furthermore, the magnitude of mRNA and H3K4me3 changes show positive correlations (Pearson *r* = 0.16, and *r* = 0.27 for 2A- and 5C-DEGs, respectively). Thus, misregulation of mRNA expression and its partial correction involve corresponding restoration of the H3K4me3 levels.

## Discussion

The present work, to our knowledge, represents the first genetic interactions between mammalian methyl histone writer and eraser in vivo. Interplay of opposing chromatin-modifying enzymes has been characterized in several biological processes and species. For example, DNMT3A DNA methyltransferase and TET2 dioxigenase, which oppose over DNA CpG methylation, can both counteract and cooperate to regulate gene expression in hematopoietic stem cells^35^. Set1 and Jhd2, the sole H3K4me writer-eraser pair in yeast, have been shown to co-regulate transcription^36^. However, a fundamental question remained — is there any specific writer-eraser pairing in highly duplicated gene families for a single chromatin modification? Mishra et al. showed that KDM5A antagonizes KMT2A, KMT2B, and KMT2D to modulate the transient site-specific DNA copy number gains in immortalized human cells^37^. Cao et al.^38^ found that failed differentiation of mouse embryonic stem cells due to *Kmt2d* deletion can be rescued by *Kdm1a* knockdown. These pioneering efforts identified functional interplay between the opposing enzymes in vitro; however, no in vivo study has been reported. Thus, the present study substantially advances our understanding of how methyl-histone enzymes functionally interact.

Brain development is particularly relevant to the H3K4me dynamics, because a cohort of neurodevelopmental disorders has been genetically associated with impaired functions of these enzymes, as discussed earlier. Unlike previous studies using chemical approaches that block multiple chromatin regulators^13–15^, we demonstrated that manipulation of a single enzyme, KMT2A or KDM5C, is sufficient to reverse many neurological traits in both of the two single-mutant models. This study motivates interrogations of human populations to test if damaging mutations in writer and eraser enzymes can coincide in unaffected individuals. Our work also opens a new avenue for future studies to delineate the full interplay between the H3K4me-regulatory enzymes.

Several challenges remain, especially in linking molecular functions of KMT2A and KDM5C to cellular and behavioral outcomes. First, we measured gene expression and H3K4me3 in adult brain tissues, a mixture of many neuron and glia types, which may mask potentially important molecular changes. Increasing spatiotemporal resolution of the molecular study is an important future direction. Second, histone modifying enzymes, including KDM5C, can exert non-enzymatic function^11,39^. Although it has not been reported, there might be a non-histone substrate for KMT2A and KDM5C, as shown in other histone modifying enzymes^12^. Thus, our study does not rule out the impact of these non-canonical roles of the two enzymes. Finally, in a fly model of KMD5-intellectual disability^40,41^, impaired intestinal barrier and the altered microbiota contribute to abnormal social behavior, pointing to a non-tissue-autonomous mechanism^42^. Future studies are warranted to isolate the causal events for observed rescue effects. The first step would be to test the functional contribution of candidate genes, many of which encode peptide-hormone signaling factors (Table 1).

Increased social dominance is a novel behavioral trait we observed in both WDSTS and MRXSCJ mouse models. The amygdala is well known to mediate social behaviors. For example, lesions of BLA result in decreased aggression-like behavior and increased social interactions, and changes in transcriptional regulation in BLA are observed after social interactions^43^. The dorsal hippocampus CA1 is a direct recipient region of BLA inputs^26^. Decreased BLA and CA1 spine densities in *Kmt2a*-HET and *Kdm5c*-KO mice inversely correlate with increased social dominance and aggression (Figs. 3, 4). Together, these observations imply that decreased spine density is not a cause of increased social dominance, but rather reflects compensatory reduction of net synaptic strength due to increased excitation and/or a loss of inhibitory control in this circuit. Thus, determining the connectivity of the amygdala with other regions, including prelimbic, infralimbic, and orbitofrontal cortices as well as the ventral hippocampus, will be critical for understanding the changes in social behaviors in both WDSTS and MRXSCJ models.

It is important to note that the double mutations introduced in our mice were constitutive, and therefore a lifetime of adaptation to loss of these two major chromatin regulators may occur from early developmental stages. A more realistic therapeutic strategy may be acute inhibition of KDM5C or KMT2A in the juvenile or mature brain. Previous work characterizing mouse models with excitatory-neuron specific gene ablation via *CamKII*-Cre found that conditional *Kmt2a* deletion led to clear learning deficits^20^, while cognitive impairments in the conditional *Kdm5c-*KO mice were much milder than those of constitutive *Kdm5c-*KO mice^22^. These results suggest a developmental origin of phenotypes in *Kdm5c*-KO. Future investigations are needed to address whether the effects of acute inhibition of opposing enzymes in these mouse models can restore such neurodevelopmental deficits.

## Methods

### Statistics and reproducibility

The proposed study was conducted with varied numbers of individual animals depending on the experiments. Data acquisition and analysis were conducted blindly except for molecular measurements including western blots and genomics analyses. We did not remove any particular data points for their acquisition or analyses. Statistical tests were chosen based on the distribution of the data. Details of statistics and sampling are outlined below in each section.

### Mouse

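Kdm5c (ENSMUSG00000025332) lies on the plus strand of chromosome X of GRCm38, and GENCODE annotates 6 transcripts for it. In the WT mice, the promoter of Kdm5c carried 1 H3K4me3 summit, at 152233495 and 223 bp downstream of the nearest annotated TSS, with a score of 183.5. This score was higher than 68.6% of the list. No other WT summit lay inside the gene.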

The *Kdm5c*-KO allele was previously described and maintained in C57BL/6J congenic background^21^. 

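Kmt2a (ENSMUSG00000002028) lies on the minus strand of chromosome 9 of GRCm38. In its transcript with the longest coding sequence, which has 36 exons, exon 8 spans 44842310 to 44842383 and exon 9 spans 44841563 to 44841694. They are 74 and 132 bp long, and both are coding throughout. The only WT H3K4me3 summit inside Kmt2a was at its promoter, at 44880746 and 120 bp downstream of the nearest TSS, with a score of 215.3. No WT summit lay at exons 8 and 9.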

*Kmt2a*-HET mice were generated by crossing previously described *Kmt2a*-flox (exons 8 and 9) mice with B6.129-Gt(ROSA)26Sor^tm1(cre/ERT2)Tyj^/J-Cre mice^44^. Our strategy was to use F1 hybrid for all studies as previously recommended as a standard practice to eliminate deleterious homozygous mutations, which can result in abnormalities in the congenic lines, e.g. deafness in C57/BL6^45^. We backcrossed *Kmt2a*^+/−^ mice onto the desired 129S1/SvImJ strain, by marker-assisted accelerated backcrossing through Charles River Labs. *Kmt2a*^+/−^ mice were bred to the N4 generation at minimum, where mice were >99% congenic for 129S1/SvImJ. All experimental mice were generated as F1 generation hybrids from mating between 129S1/SvImJ *Kmt2a*^+/^^−^ males and C57Bl/6 *Kdm5c*^+/−^ females: WT males (*Kmt2a*^+/+^, *Kdm5c*^+/y^); *Kdm5c*-KO males (*Kmt2a*^+/+^, *Kdm5c*^−/y^); *Kmt2a*-HET males (*Kmt2a*^*+/−*^, *Kdm5c*^+/y^); and *Kdm5c-Kmt2a*-DM males (*Kmt2a*^+/−^, *Kdm5c*^−/y^). 

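The genotyping primers were matched to GRCm38. The Kmt2a primer GCCAGTCAGTCCGAAAGTAC matched the minus strand of chromosome 9 from 44842426 to 44842445, in intron 7. The primer AGGATGTTCAAAGTGCCTGC matched the plus strand from 44841642 to 44841661, within exon 9, and the outer ends of this pair are 804 bp apart. The primer GCTCTAGAACTAGTGGATCCC had no exact match on chromosomes 1 to 19, X or Y. For Kdm5c, the primer CAGGTGGCTTACTGTGACATTGATG matched the plus strand of chromosome X from 152252744 to 152252768, in intron 10. The primers TGGGTTTGAGGGATACTTTAGG, on the plus strand from 152254050 to 152254071, and GGTTCTCAACACTCACATAGTG, on the minus strand from 152254463 to 152254484, both lie in intron 12. Their outer ends are 435 bp apart, and those of the outermost Kdm5c primers are 1741 bp apart. Exon 11, from 152253424 to 152253605, and exon 12, from 152253699 to 152253861, lie between the intron 10 and intron 12 primers.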

Genotypes were confirmed using the following primers: for *Kmt2a*, 5′-GCCAGTCAGTCCGAAAGTAC-3′, 5′-AGGATGTTCAAAGTGCCTGC-3′, 5′-GCTCTAGAACTAGTGGATCCC-3′; for *Kdm5c*, 5′-CAGGTGGCTTACTGTGACATTGATG-3′, 5′-TGGGTTTGAGGGATACTTTAGG-3′, 5′-GGTTCTCAACACTCACATAGTG-3′.

All mouse studies complied with the protocols (PRO00008568: Iwase and PRO00008807: Tronson) by the Institutional Animal Care & Use Committee (IACUC) of The University of Michigan.

### Western blot analysis

Total proteins from adult brain tissues were subjected to western blot analysis using in-house anti-KDM5C^21^ and anti-GAPDH antibodies (G-9, Santa Cruz). For histone proteins, nuclei were enriched from the Dounce-homogenized brain tissues using Nuclei EZ prep Kit (Sigma, NUC-101). DNA were digested with micrococcal nuclease (MNase, NEB) for 10 min at room temperature, and total nuclear proteins were extracted by boiling the samples with the SDS-PAGE sample buffer. The following antibodies were used for western blot analyses: anti-H3K4me3 (Abcam, ab8580, 1:1000), anti-H3K4me2 (Thermo, #710796, 1:1000), anti-H3K4me1 (Abcam, ab8895, 1:1000), and anti-H3 C-terminus (Millipore, CS204377, 1:2000).

### Brain histology

Mice were subjected to transcardial perfusion according to standard procedures. Fixed brains were sliced on a freeze microtome, yielding 30 μm sections that were then fixed, permeabilized, blocked, and stained with DAPI. Slides were imaged on an Olympus SZX16 microscope, with an Olympus U-HGLGPS fluorescence source and Q Imaging Retiga 6000 camera. Images were captured using Q-Capture Pro 7 software. Data were collected in a blind fashion, where samples were coded and genotypes only revealed after data collection was complete.

### Behavioral paradigms

Prior to behavioral testing, mice were acclimated to the animal colony room for 1 week single-housing in standard cages provided with a lab diet and water ad libitum. A 12-h light–dark cycle (7:00 a.m.–7:00 p.m.) was utilized with temperature and humidity maintained at 20 ± 2 °C and >30%, respectively. The University of Michigan Committee on the Use and Care of Animals approved all tests performed in this research. Five tests, listed in order of testing, were performed: Novel Object Recognition (5 days), Context Fear Conditioning (2 days), Three-Chambered Social Interaction (2 days), Social Dominance Tube Test (3–4 days), and Resident-Intruder (2–3 days). All testing was conducted in the morning by experimenters blind to genotype. The cleaning agent used in every test between each trial was 70% ethanol. Data were collected in a blind fashion, where mice were coded and genotypes were only revealed after testing was complete.

Contextual fear conditioning: mice were placed into a distinct context with white walls (9¾ × 12¾ × 9¾ in) and a 36 steel rod grid floor (1/8 in diameter; ¼ spaced apart) (Med-Associates, St. Albans, VT) and allowed to explore for three minutes, followed by a 2-s 0.8 mA shock, after which mice were immediately returned to their home cages in the colony room. Twenty-four hours later, mice were returned to the context and freezing behavior was assessed with NIR camera (VID-CAM-MONO-2A) and VideoFreeze (MedAssociates, St Albans, VT). Freezing levels were compared between genotypes using a between-groups analysis (one-way ANCOVA) with genotype as the between-subjects factor, and “cohort” as the covariate, to reduce variability as a result of multiple cohorts. Planned comparisons between genotypes were conducted, with Bonferroni correction for multiple comparisons.

Novel object recognition: mice were first habituated to testing arenas (40 × 30 × 32.5 cm^3^) in three, 10-min sessions over six consecutive days. Twenty-four hours later, mice were allowed to explore two identical objects (a jar or egg, counterbalanced across animals) for two, 10-min trials spaced 3 h apart. All animals were returned to the arena, tested 24 h after the first training session, and presented with one training object (“familiar” object: jar or egg) and one “novel” object (egg or jar). Exploration of the objects was defined as nose-point (sniffing) within 2 cm of the object. Behavior was automatically measured by Ethovision XT9 software using a Euresys Picolo U4H.264No/0 camera (Noldus, Cincinnati, OH). Preference was calculated as the time spent exploring novel object/total time exploring both objects. One-sample Wilcoxon signed-rank tests against 50% (no preference) was used to establish whether animals remembered the original objects.

Three-chambered social interaction: mice were placed into a three-chambered apparatus consisting of one central chamber (24 × 20 × 30 cm^3^) and two identical side chambers (24.5 × 20  × 30 cm^3^) each with a containment enclosure (8 cm diameter; 18 cm height; gray stainless steel grid 3 mm diameter spaced 7.4 mm apart) and allowed to habituate for 10 min. Twenty-four hours later, mice were returned to the apparatus that now included a 2–3-month-old stranger male mouse (C57BL/6 N) on one side of the box (“stranger”), and a toy mouse approximately the same size and color as the stranger mouse on the other (“toy”). Exploration of either the stranger or toy was defined as nose-point (sniffing) within 2 cm of the enclosure and used as a measure of social interaction. Behavior was automatically scored by Ethovision XT9 software as described above, and social preference was defined as time exploring stranger/total time spent exploring (stranger + toy). One-sample Wilcoxon signed-rank tests against 50% (no preference) was used to establish whether animals remembered the original objects. Differences between genotypes were analyzed using an ANCOVA with cohort as a covariate. Planned comparisons with Bonferroni correction for multiple comparisons were used to assess differences between genotypes.

Social dominance tube test: twenty-four hours prior to testing, mice were habituated to a plastic clear cylindrical tube (1.5 in diameter; 50 cm length) for 10 min. During the test, two mice of different genotypes were placed at opposite ends of the tube and allowed to walk to the middle. The match concluded when the one mouse (the dominant mouse) forced the other mouse (the submissive mouse) to retreat with all four paws outside of the tube (a “win” for the dominant mouse). Each mouse underwent a total of three matches against three different opponents for counterbalancing. Videos were recorded by Ethovision XT9 software as described above, and videos were manually scored by trained experimenters blind to genotype. The number of “wins” was reported as a percentage of total number of matches. Data were analyzed using an Exact Binomial Test with 0.5 as the probability of success (win or loss).

Resident-intruder aggression: resident-intruder tests were used to assess aggression. Tests were performed on consecutive days, where the resident mouse was exposed to an unfamiliar intruder mouse for 15 min. A trial was terminated prematurely if blood was drawn, if an attack lasted continuously for 30 s, or if an intruder showed visible signs of injury after an attack. Resident mice were assessed for active aggression (darting, mounting, chasing/following, tail rattling, and boxing/parrying), as well as submissive behaviors (cowering, upright, and running away). Intruder mice were assessed for passive defense (freezing, cowering, and digging). Behavior was recorded and videos scored manually by experimenters blind to genotype. A repeated measures analysis, with cohort as a covariate, was used for each aggressive (genotype × aggression measures ANOVA) and submissive behavior (genotype × submissive) to analyze aggressive behaviors. Planned comparisons for genotype, with Bonferroni corrections for multiple comparisons were used to further analyze specific effects of genotype.

### Neuronal Golgi-Cox staining and morphological analyses

Brains from adult (2–8 months) mice were dissected and incubated in a modified Golgi-Cox solution for two weeks at room temperature. The remaining procedure of Golgi-Cox immersion, cryosectioning, staining and coverslipping was performed as described previously^21^. Four animals were used for each genotype, and pyramidal neurons in the basolateral amygdala and dorsal hippocampus CA1 per animal were quantified: *N* = 24 neurons for WT, *Kmt2a*-HET and *Kdm5c*-KO, and *N* = 27 neurons for DM. Quantification was done using commercially available software, NeuroLucida (v10, Microbrightfield, VT), installed on a Dell PC workstation that controlled a Zeiss Axioplan microscope with a CCD camera (1600 × 1200 pixels) and with a motorized X, Y, and Z focus for high-resolution image acquisition (×100 oil immersion) and quantifications. The morphological analyses included: dendritic lengths, spine counts, density of overall spine and subtypes. All sample genotypes were blinded to the analysts throughout the course of the analysis.

The criteria for selecting candidate neurons for analysis were based on^1^: visualization of a completely filled soma with no overlap of neighboring soma and completely filled dendrites^2^, the tapering of most distal dendrites; and^3^ the visualization of the complete 3-D profile of dendritic trees using the 3-D display of the imaging software.

For quantitative analysis of spine subtypes (thin, stubby, mushroom, filopodia, and branched spines), only spines orthogonal to the dendritic shaft were included in this analysis, whereas spines protruding above or beneath the dendritic shaft were not sampled. This principle remained consistent throughout the course of analysis.

After completion, the digital profile of neuron morphology was extrapolated and transported to a multi-panel computer workstation, then quantitated using NeuroExplorer program (Microbrightfield, VT), followed by statistical analysis (one- and two-way ANOVAs, *p* < 0.05).

### RNA-seq

Brains from adult (4.5–8 months) male mice were microdissected to obtain the amygdala and hippocampus from Bregma ~4.80 mm regions. *N* = 4 animals were used per genotype. The ages of mice used for genomics study, RNA-seq and ChIP-seq, are summarized in Supplementary Data 3. Tissue was homogenized in Tri Reagent (Sigma). Samples were subjected to total RNA isolation, and RNA was purified using RNEasy Mini Kit (Qiagen). ERCC spike-in RNA was added at this stage, according to manufacturer’s instructions (Life Technologies). Libraries were prepared using the NEBNext® Ultra™ II Directional RNA Library Prep Kit with oligo-dT priming. Multiplexed libraries were pooled in approximately equimolar ratios and purified using Agencourt RNAClean XP beads (Beckman Coulter).

Libraries were sequenced on the Illumina Novaseq 6000 platform, with paired-end 150 base-pair reads (24–35 million reads/library), according to standard procedures. Reads were mapped to the mm10 mouse genome (Gencode) using STAR (v2.5.3a), where only uniquely mapped reads were used for downstream analyses. Duplicates were removed by STAR, and a counts file was generated using FeatureCounts (Subread v1.5.0). BAM files were converted to bigwigs using deeptools (v3.1.3). Differentially expressed (DE) genes were called using DESeq2 (v1.14.1). Data analyses were performed with RStudio (v1.0.136). Fold change heatmaps was created using gplots heatmap.2 function.

To validate the microdissection of hippocampus and amygdala, we compared our RNA-seq datasets with similar RNA-seq data from Arbeitman^27^ datasets, which involved the cerebellum, cortex, hippocampus, and amygdala. Briefly, count data underwent variance stabilizing transformation via DEseq2 vst function and Euclidean distances of the transformed values were calculated by dist command and the heatmap was generated by the pheatmap function. Linear regression analysis was performed using the smtr v3.4–8 slope.test function with intercept = FALSE and robust = FALSE options. Rescue-driving genes were chosen as genes that satisfy two conditions using R, (1) abs (log2FC (single mutant vs DM) > 2, (2) abs (log2FC (DM vs WT) < 0.7.

### ChIP-seq

Amygdala tissues were microdissected from adult (8–14.5 months) male mice. *N* = 2 animals were used for WT, and N = 3 animals were used for *Kmt2a*-HET, *Kdm5c*-KO, and DM as biological replicates. Nuclei were isolated using a Nuclei EZ prep Kit (Sigma, NUC-101), and counted after Trypan blue staining. Approximately 20,000 nuclei for each replicate were subjected to MNase digestion as previously described^46^. We essentially followed the native ChIP-seq protocol^46^ with two modifications. One was to use a kit to generate sequencing libraries in one-tube reactions (NEB, E7103S). Another modification was to spike-in the panel of synthetic nucleosomes carrying major histone methylations (EpiCypher, SKU: 19–1001)^34^. For ChIP, we used the rabbit monoclonal H3K4me3 antibody (Thermo, clone #RM340, 2 μg).

Libraries were sequenced on the Illumina NextSeq 500 platform, with single-end 75 base-pair sequencing, according to standard procedures. We obtained 20–59 million reads per sample. Reads were aligned to the mm10 mouse genome (Gencode) and a custom genome containing the sequences from our standardized, synthetic nucleosomes (EpiCypher) for normalization, using Bowtie allowing up to two mismatches. Only uniquely mapped reads were used for analysis. The range of uniquely mapped reads for input samples was 38–44 million reads. All IP replicates had a mean of 9.1 million uniquely mapped reads (range: 7.4–13.9 million). The enrichment of mapped synthetic spike-in nucleosomes compared to input was calculated and used as a normalization coefficient for read depth of each ChIP-seq replicate.

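The list of WT peaks held 24162 summits, of which 24139 lay on chromosomes 1 to 19, X and Y. Chromosome X carried 790 summits and chromosome Y carried 7. A further 19 summits lay on unplaced or unlocalized contigs and 4 on mitochondrial DNA, and these were set aside. The score of each summit is the authors' own value and was read here as −log10 of the MACS2 q-value, a scale that the file itself does not name. Scores on the chromosomes reached 341.7, with a median of 102.3, quartiles of 15.0 and 201.2 and a 10th percentile of 5.63. They fell into a low and a high group. Of the 24139 summits, 19.0% scored below 10 and 40.5% scored above 150. Joining summits within 1 kb of each other left 22787. The alternative that moved the number most was keeping the upper part of the list, at or above the median score, with 12078 summits.

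**Figure D2:**
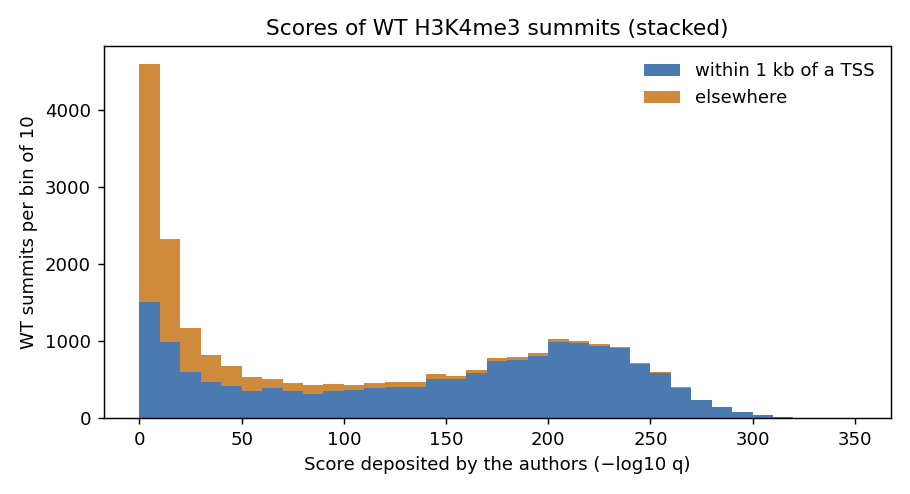
Number of WT H3K4me3 summits in each bin of 10 score units, stacked by whether the summit lies within 1 kb of an annotated TSS (blue) or elsewhere (orange). Most summits scoring above 150 lie near a TSS, and the lowest bin holds many that do not.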

Peaks were called using MACS2 software (v 2.1.0.20140616) using input BAM files for normalization, with filters for a q-value < 0.1 and a fold enrichment >1. Common peak sets were obtained via DiffBind, and count tables for the common peaks were generated with the Bedtools multicov command. We removed “black-list” regions that often give aberrant signals. Resulting count tables were piped into DEseq2 to identify DMRs incorporating the synthetic nucleosome normalization into the read depth factor. We used ChIPseeker to annotate H3K4me3 peaks with genomic features including mm10 promoters (defined here as ±1 kb from annotated transcription start site [TSS]). 

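Of the 24139 WT summits, 17260 lay within 1 kb of an annotated TSS, a promoter share of 71.5% (95% Wilson interval 70.9 to 72.1%). Distal intergenic regions held 9.42% of the summits (9.05 to 9.79%) and first introns 9.02% (8.66 to 9.39%). Other introns held 4.75%, exons other than the first 2.25%, the 3 kb downstream of transcripts 1.48%, 3′ UTRs 0.924%, first exons 0.563% and 5′ UTRs 0.0953%. The choice that moved the promoter share most was the score threshold. Among summits at or above the median score it was 94.7%. With the list split by score into 10 groups of nearly equal size, the promoter share rose from the lowest to the highest group from 29.7% (27.9 to 31.6%) to 97.7% (97.0 to 98.2%). Promoter summits had a median score of 165.2 (quartiles 59.5 and 217.3), against 11.3 (5.67 and 34.0) for the other 6879 summits. In 85.3% of all pairs of a promoter summit and another summit, the promoter summit had the higher score. Promoter summits lay at a median of 163 bp downstream of the nearest TSS (quartiles 39 and 309 bp), and 78.9% of them were downstream of it. Of the 21938 annotated protein-coding genes, 14197 had a summit within 1 kb of a TSS, or 64.7% (64.1 to 65.3%).

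**Figure D3:**
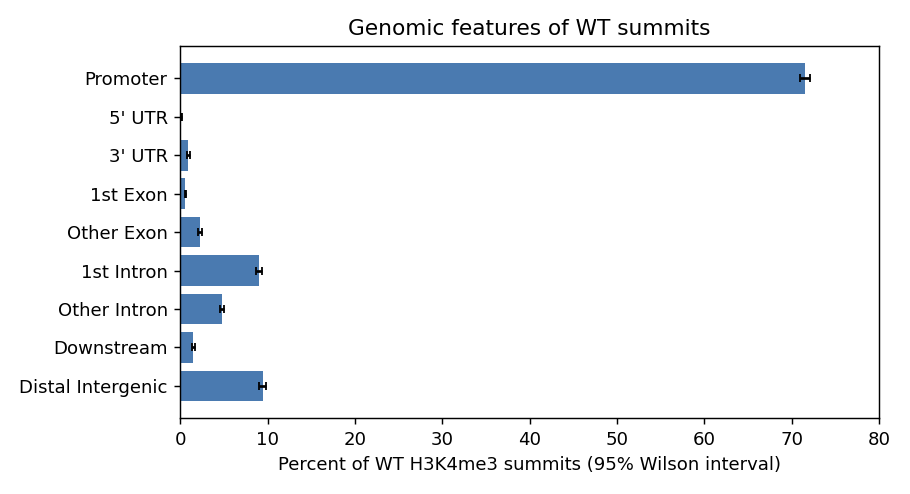
Percent of the 24139 WT H3K4me3 summits in each genomic feature, in the order in which overlapping features were given precedence, with 95% Wilson intervals. Promoters hold 71.5% and no other feature holds more than 9.42%.

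**Figure D4:**
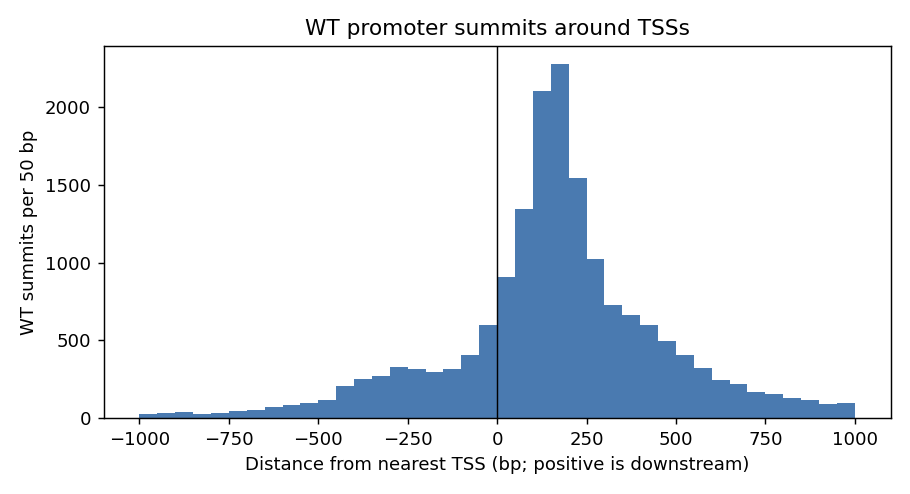
Number of WT promoter summits per 50 bp of distance from the nearest TSS, with positive distances downstream. The fullest bin, from 150 to 200 bp downstream, holds 2277 summits.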

Normalized bam files were converted to bigwigs for visualization in the UCSC genome browser. Genes near peaks were identified by ChIPseeker. RNA-seq and ChIP-seq data were integrated using standard R commands and rescued amygdala DEGs were chosen as genes that meet two criteria (1), abs (log2FC (single mutant vs DM) > 1, (2) abs (log2FC (DM vs WT) < 0.7. All scripts used in this study are available upon request.

## Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Peer Review File

Supplementary Information

## Data Availability

The RNA-seq and ChIP-seq are available in NCBI’s Gene Expression Omnibus^47^. Accession numbers are GSE127722 for RNA-seq, GSE127817 for ChIP-seq and GSE127818 for SuperSeries.

## References

[1] Faundes, V. et al. Histone lysine methylases and demethylases in the landscape of human developmental disorders. *Am. J. Hum. Genet.***102**, 175–187 (2018).10.1016/j.ajhg.2017.11.013PMC577808529276005

[2] Kouzarides, T. Chromatin modifications and their function. *Cell***128**, 693–705 (2007).10.1016/j.cell.2007.02.00517320507

[3] Iwase, S. & Shi, Y. Histone and DNA modifications in mental retardation. *Prog. Drug Res.***67**, 147–173 (2011).10.1007/978-3-7643-8989-5_821141729

[4] Barski, A. et al. High-resolution profiling of histone methylations in the human genome. *Cell***129**, 823–837 (2007).10.1016/j.cell.2007.05.00917512414

[5] Heintzman, N. D. et al. Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. *Nat. Genet.***39**, 311–318 (2007).10.1038/ng196617277777

[6] Vermeulen, M. et al. Selective anchoring of TFIID to nucleosomes by trimethylation of histone H3 lysine 4. *Cell***131**, 58–69 (2007).10.1016/j.cell.2007.08.01617884155

[7] Lauberth, S. M. et al. H3K4me3 interactions with TAF3 regulate preinitiation complex assembly and selective gene activation. *Cell***152**, 1021–1036 (2013).10.1016/j.cell.2013.01.052PMC358859323452851

[8] Local, A. et al. Identification of H3K4me1-associated proteins at mammalian enhancers. *Nat. Genet.***50**, 73–82 (2018).10.1038/s41588-017-0015-6PMC600700029255264

[9] Allis, C. D. et al. New nomenclature for chromatin-modifying enzymes. *Cell***131**, 633–636 (2007).10.1016/j.cell.2007.10.03918022353

[10] Vallianatos, C. N. & Iwase, S. Disrupted intricacy of histone H3K4 methylation in neurodevelopmental disorders. *Epigenomics***7**, 503–519 (2015).10.2217/epi.15.1PMC450147826077434

[11] Aubert, Y., Egolf, S. & Capell, B. C. The unexpected noncatalytic roles of histone modifiers in development and disease. *Trends Genet.***35**, 645–657 (2019).10.1016/j.tig.2019.06.004PMC669760631301850

[12] Zhang, X., Wen, H. & Shi, X. Lysine methylation: beyond histones. *Acta Biochim. Biophys. Sin.***44**, 14–27 (2012).10.1093/abbs/gmr10022194010

[13] Alarcon, J. M. et al. Chromatin acetylation, memory, and LTP are impaired in CBP+/− mice: a model for the cognitive deficit in Rubinstein-Taybi syndrome and its amelioration. *Neuron***42**, 947–959 (2004).10.1016/j.neuron.2004.05.02115207239

[14] Bjornsson, H. T. et al. Histone deacetylase inhibition rescues structural and functional brain deficits in a mouse model of Kabuki syndrome. *Sci. Transl. Med.***6**, 256ra135 (2014).10.1126/scitranslmed.3009278PMC440632825273096

[15] Park, J., Thomas, S. & Munster, P. N. Epigenetic modulation with histone deacetylase inhibitors in combination with immunotherapy. *Epigenomics***7**, 641–652 (2015).10.2217/epi.15.1626111034

[16] Jones, W. D. et al. De novo mutations in MLL cause wiedemann-steiner syndrome. *Am. J. Hum. Genet.***91**, 358–364 (2012).10.1016/j.ajhg.2012.06.008PMC341553922795537

[17] Jensen, L. R. et al. Mutations in the JARID1C gene, which is involved in transcriptional regulation and chromatin remodeling, cause X-linked mental retardation. *Am. J. Hum. Genet.***76**, 227–236 (2005).10.1086/427563PMC119636815586325

[18] Gupta, S. et al. Histone methylation regulates memory formation. *J. Neurosci.***30**, 3589–3599 (2010).10.1523/JNEUROSCI.3732-09.2010PMC285989820219993

[19] Jakovcevski, M. et al. Neuronal Kmt2a/Mll1 histone methyltransferase is essential for prefrontal synaptic plasticity and working memory. *J. Neurosci.***35**, 5097–5108 (2015).10.1523/JNEUROSCI.3004-14.2015PMC438099125834037

[20] Kerimoglu, C. et al. KMT2A and KMT2B mediate memory function by affecting distinct genomic regions. *Cell Rep.***20**, 538–548 (2017).10.1016/j.celrep.2017.06.07228723559

[21] Iwase, S. et al. A mouse model of x-linked intellectual disability associated with impaired removal of histone methylation. *Cell Rep*. **14**, 1000–1009 (2016).10.1016/j.celrep.2015.12.091PMC474940826804915

[22] Scandaglia, M. et al. Loss of Kdm5c causes spurious transcription and prevents the fine-tuning of activity-regulated enhancers in neurons. *Cell Rep.***21**, 47–59 (2017).10.1016/j.celrep.2017.09.014PMC567973328978483

[23] Cao, F. et al. Targeting MLL1 H3K4 methyltransferase activity in mixed-lineage leukemia. *Mol. Cell***53**, 247–261 (2014).10.1016/j.molcel.2013.12.001PMC396520824389101

[24] Varholick, J. A., Bailoo, J. D., Palme, R. & Würbel, H. Phenotypic variability between Social Dominance Ranks in laboratory mice. *Sci. Rep.***8**, 6593 (2018).10.1038/s41598-018-24624-4PMC592007729700322

[25] Penzes, P., Cahill, M. E., Jones, K. A., VanLeeuwen, J. E. & Woolfrey, K. M. Dendritic spine pathology in neuropsychiatric disorders. *Nat. Neurosci.***14**, 285–293 (2011).10.1038/nn.2741PMC353041321346746

[26] Yang, Y. & Wang, J. Z. From structure to behavior in basolateral amygdala-hippocampus circuits. *Front. Neural Circuits***11**, 86 (2017).10.3389/fncir.2017.00086PMC567150629163066

[27] Arbeitman, M. N. Maternal experience leads to lasting gene expression changes in some regions of the mouse brain. *G3***9**, 2623–2628 (2019).10.1534/g3.119.400249PMC668692831164388

[28] Outchkourov, N. S. et al. Balancing of histone H3K4 methylation states by the Kdm5c/SMCX histone demethylase modulates promoter and enhancer function. *Cell Rep.***3**, 1071–1079 (2013).10.1016/j.celrep.2013.02.03023545502

[29] Civelli, O., Birnberg, N. & Herbert, E. Detection and quantitation of pro-opiomelanocortin mRNA in pituitary and brain tissues from different species. *J. Biol. Chem.***257**, 6783–6787 (1982).6177687

[30] Pałasz, A., Bandyszewska, M., Rojczyk, E. & Wiaderkiewicz, R. Effect of extended olanzapine administration on POMC and neuropeptide Y mRNA levels in the male rat amygdala and hippocampus. *Pharmacol. Rep.***68**, 292–296 (2016).10.1016/j.pharep.2015.09.01226922530

[31] Shen, Y. et al. Stimulation of the hippocampal POMC/MC4R circuit alleviates synaptic plasticity impairment in an Alzheimer’s disease model. *Cell Rep.***17**, 1819–1831 (2016).10.1016/j.celrep.2016.10.04327829153

[32] Roselli-Rehfuss, L. et al. Identification of a receptor for gamma melanotropin and other proopiomelanocortin peptides in the hypothalamus and limbic system. *Proc. Natl Acad. Sci. USA***90**, 8856–8860 (1993).10.1073/pnas.90.19.8856PMC474598415620

[33] Machado, I., González, P., Schiöth, H. B., Lasaga, M. & Scimonelli, T. N. α-Melanocyte-stimulating hormone (α-MSH) reverses impairment of memory reconsolidation induced by interleukin-1 beta (IL-1 beta) hippocampal infusions. *Peptides***31**, 2141–2144 (2010).10.1016/j.peptides.2010.07.01820688120

[34] Shah, R. N. et al. Examining the roles of H3K4 methylation states with systematically characterized antibodies. *Mol. Cell***72**, 162–177, e7 (2018).10.1016/j.molcel.2018.08.015PMC617362230244833

[35] Zhang, X. et al. DNMT3A and TET2 compete and cooperate to repress lineage-specific transcription factors in hematopoietic stem cells. *Nat. Genet.***48**, 1014–1023 (2016).10.1038/ng.3610PMC495713627428748

[36] Ramakrishnan, S. et al. Counteracting H3K4 methylation modulators Set1 and Jhd2 co-regulate chromatin dynamics and gene transcription. *Nat. Commun.***7**, 11949 (2016).10.1038/ncomms11949PMC491954427325136

[37] Mishra, S. et al. Cross-talk between lysine-modifying enzymes controls site-specific DNA amplifications. *Cell***175**, 1716 (2018).10.1016/j.cell.2018.11.018PMC637386530500540

[38] Cao, K. et al. An Mll4/COMPASS-Lsd1 epigenetic axis governs enhancer function and pluripotency transition in embryonic stem cells. *Sci. Adv.***4**, eaap8747 (2018).10.1126/sciadv.aap8747PMC579679329404406

[39] Vallianatos, C. N. et al. Altered gene-regulatory function of KDM5C by a novel mutation associated with autism and intellectual disability. *Front. Mol. Neurosci.***11**, 104 (2018).10.3389/fnmol.2018.00104PMC589371329670509

[40] Liu, X. & Secombe, J. The histone demethylase KDM5 activates gene expression by recognizing chromatin context through Its PHD reader motif. *Cell Rep.***13**, 2219–2231 (2015).10.1016/j.celrep.2015.11.007PMC468490126673323

[41] Zamurrad, S., Hatch, H. A. M., Drelon, C., Belalcazar, H. M. & Secombe, J. A Drosophila model of intellectual disability caused by mutations in the histone demethylase KDM5. *Cell Rep.***22**, 2359–2369 (2018).10.1016/j.celrep.2018.02.018PMC585448029490272

[42] Chen, K. et al. Drosophila histone demethylase KDM5 regulates social behavior through immune control and gut microbiota maintenance. *Cell Host Microbe***25**, 537–552, e8 (2019).10.1016/j.chom.2019.02.003PMC674983630902578

[43] McCann K. E., Sinkiewicz D. M., Rosenhauer A. M., Beach L. Q., & Huhman K. L. Transcriptomic analysis reveals sex-dependent expression patterns in the basolateral amygdala of dominant and subordinate animals after acute social conflict. *Mol. Neurobiol*. 10.1007/s12035-018-1339-7 2018.PMC640831030196395

[44] McMahon, K. A. et al. Mll has a critical role in fetal and adult hematopoietic stem cell self-renewal. *Cell Stem Cell***1**, 338–345 (2007).10.1016/j.stem.2007.07.00218371367

[45] Silva, A. J. et al. Mutant mice and neuroscience: recommendations concerning genetic background. Banbury Conference on genetic background in mice. *Neuron***19**, 755–759 (1997).10.1016/s0896-6273(00)80958-79354323

[46] Brind’Amour, J. et al. An ultra-low-input native ChIP-seq protocol for genome-wide profiling of rare cell populations. *Nat. Commun.***6**, 6033 (2015).10.1038/ncomms703325607992

[47] Edgar, R., Domrachev, M. & Lash, A. E. Gene expression omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.***30**, 207–210 (2002).10.1093/nar/30.1.207PMC9912211752295

[48] Warton, D. I., Wright, I. J., Falster, D. S. & Westoby, M. Bivariate line-fitting methods for allometry. *Biol. Rev.***81**, 259–291 (2006).10.1017/S146479310600700716573844

[49] Sener, E. F. et al. Altered global mRNA expressions of pain and aggression related genes in the blood of children with autism spectrum disorders. *J. Mol. Neurosci.***67**, 89–96 (2019).10.1007/s12031-018-1213-030519864

[50] De Felipe, C. et al. Altered nociception, analgesia and aggression in mice lacking the receptor for substance P. *Nature***392**, 394–397 (1998).10.1038/329049537323

[51] Burnham, V., Sundby, C., Laman-Maharg, A. & Thornton, J. Luteinizing hormone acts at the hippocampus to dampen spatial memory. *Horm. Behav.***89**, 55–63 (2017).10.1016/j.yhbeh.2016.11.00727847314

[52] Deng, P. Y., Porter, J. E., Shin, H. S. & Lei, S. Thyrotropin-releasing hormone increases GABA release in rat hippocampus. *J. Physiol.***577**, 497–511 (2006).10.1113/jphysiol.2006.118141PMC189044216990402

[53] Neelands, T. R., Fisher, J. L., Bianchi, M. & Macdonald, R. L. Spontaneous and gamma-aminobutyric acid (GABA)-activated GABA(A) receptor channels formed by epsilon subunit-containing isoforms. *Mol. Pharmacol.***55**, 168–178 (1999).10.1124/mol.55.1.1689882711

[54] Baker, L. P. et al. Regulation and immunohistochemical localization of betagamma-stimulated adenylyl cyclases in mouse hippocampus. *J. Neurosci.***19**, 180–192 (1999).10.1523/JNEUROSCI.19-01-00180.1999PMC67823859870949

[55] Vaz, S. H., Lérias, S. R., Parreira, S., Diógenes, M. J. & Sebastião, A. M. Adenosine A2A receptor activation is determinant for BDNF actions upon GABA and glutamate release from rat hippocampal synaptosomes. *Purinergic Signal.***11**, 607–612 (2015).10.1007/s11302-015-9476-1PMC464879326452489

[56] Ledent, C. et al. Aggressiveness, hypoalgesia and high blood pressure in mice lacking the adenosine A2a receptor. *Nature***388**, 674–678 (1997).10.1038/417719262401

[57] Denny, J. B., Polan-Curtain, J., Wayner, M. J. & Armstrong, D. L. Angiotensin II blocks hippocampal long-term potentiation. *Brain Res.***567**, 321–324 (1991).10.1016/0006-8993(91)90812-a1817736

# Supplementary material for: Mutually suppressive roles of KMT2A and KDM5C in behaviour, neuronal structure, and histone H3K4 methylation
**Source:** Commun Biol. 2020 Jun 1;3:278. doi: 10.1038/s42003-020-1001-6
**Supplement:** Supplementary file 1 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** List of differentially-expressed genes (DEGs) identified in the study.

**Supplementary Data 2:** List of rescue-driving genes identified in the RNA-seq study.

**Supplementary Data 3:** Ages of mice used in the study.

**Supplementary Data 4:** Source data of body weight represented in Fig. 1d.

**Supplementary Data 5:** Source data of behavioral studies presented in Fig. 2 and Fig. 3.

**Supplementary Data 6:** Source data of dendritic morphology analysis presented in Fig. 4.

# Supplementary material for: Mutually suppressive roles of KMT2A and KDM5C in behaviour, neuronal structure, and histone H3K4 methylation
**Source:** Commun Biol. 2020 Jun 1;3:278. doi: 10.1038/s42003-020-1001-6
**Supplement:** Supplementary file 9 — Supplementary Information

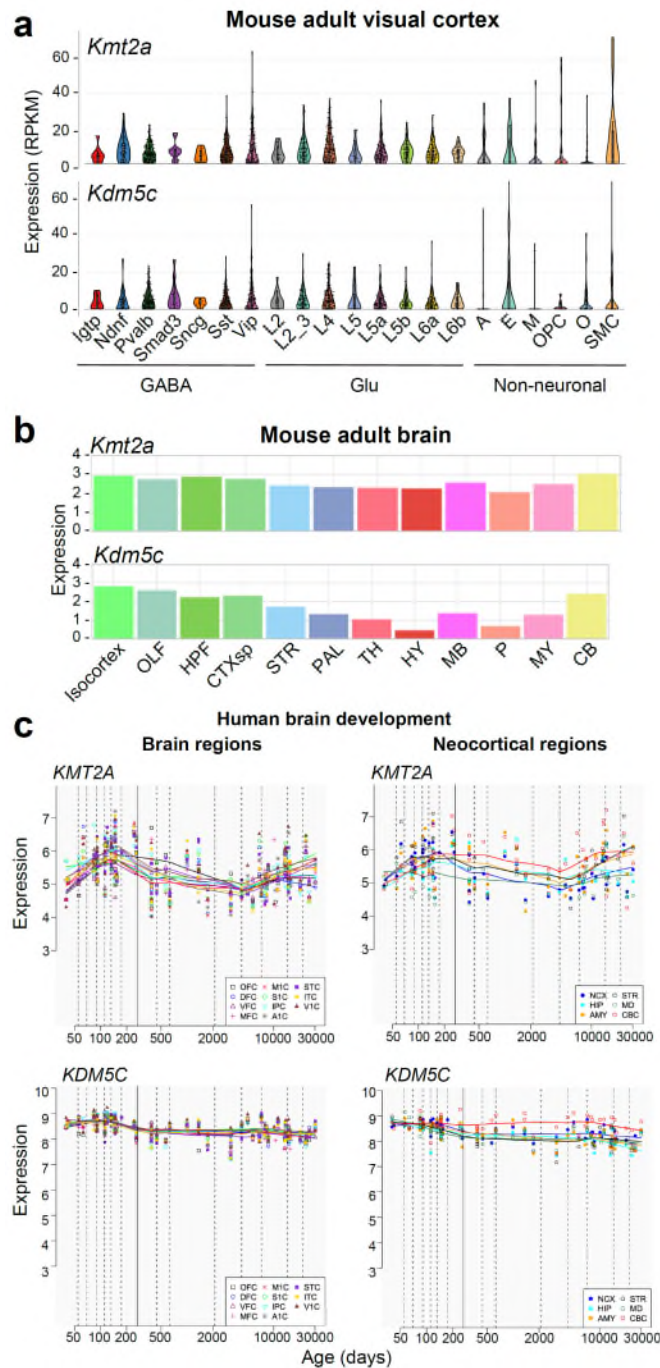

**Supplementary Figure 1. Expression of KMT2A and KDM5C.** **(A)** Expression of *Kmt2a* and *Kdm5c*, from FACS-sorted single cells of mouse visual cortex, shown in reads per kilobase of transcript per million mapped reads (RPKM). Neuronal cells: GABAergic (GABA), Glutamatergic (Glu). Non-neuronal cells: astrocytes (A); endothelial cells (E); microglia (M), oligodendrocyte precursor cells (OPC); oligodendrocytes (O); smooth muscle cells (SMC). Image credit: Broad Institute “Single Cell Portal” transcriptome of adult mouse visual cortex (1). **(B)** Expression of *Kmt2a* and *Kdm5c* mRNA from adult mouse brain, shown in log2 of raw expression value from *in situ* hybridization. Brain regions: Isocortex, olfactory areas (OLF), hippocampal formation (HPF), cortical subplate (CTXsp), striatum (STR), pallidum (PAL), thalamus (TH), hypothalamus (HY), midbrain (MB), pons (P), medulla (MY), cerebellum (CB). Image credit: Allen Institute, Allen Mouse Brain Atlas (2004) (2). **(C)** Expression of *KMT2A* and *KDM5C* transcripts, from developing and adult human brains, shown in RPKM. Human development and adulthood were split into the following Periods: 1-7 fetal development; 8-9 birth and infancy; 10-11 childhood; 12 adolescence; and 13-15 adulthood. Image credit: Human Brain Transcriptome Atlas (3, 4)

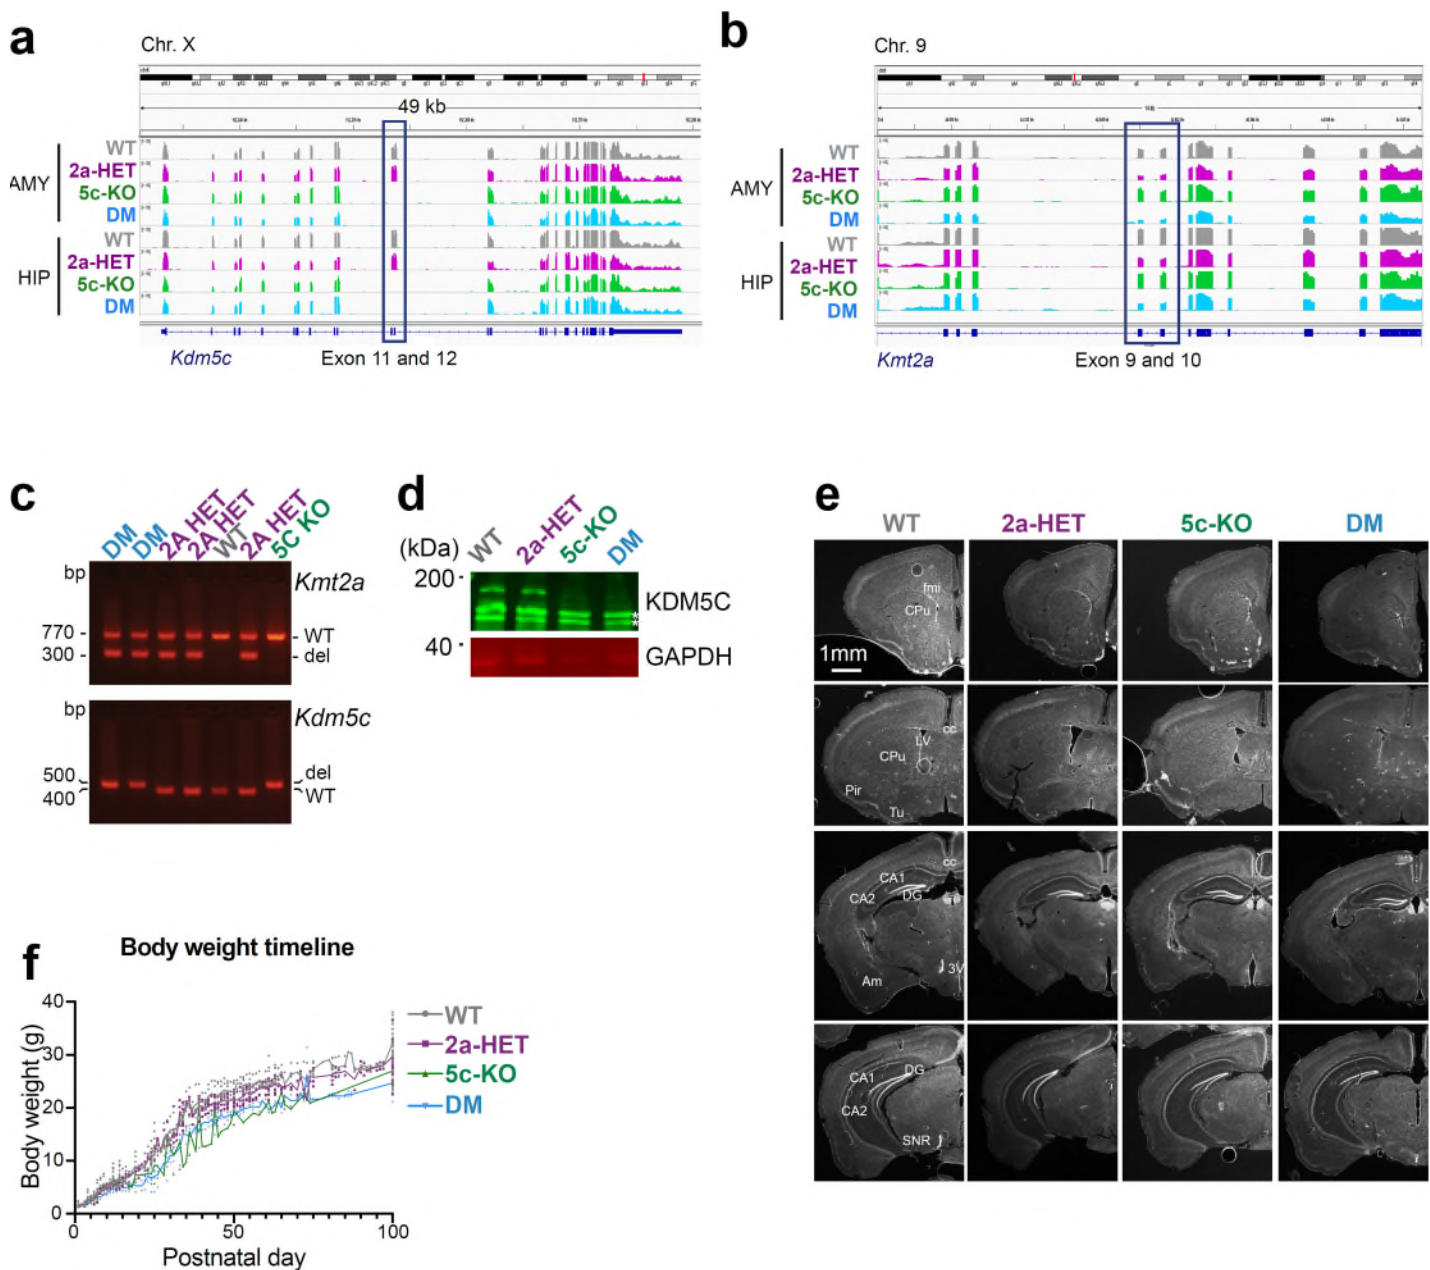

**Supplementary Figure 2. Basic features of mutant mice. (A-B)** RNA-seq read coverage of *Kmt2a* (A) and *Kdm5c* (B) genes and targeted exons (highlight) confirmed the intended gene manipulations. **(C)** Genotyping using genomic DNA, confirming presence of *Kmt2a* and/or *Kdm5c* deleted alleles ("del") only in appropriate genotypes. **(D)** Western blot for KDM5C protein. Stars indicate non-specific bands present in all samples. GAPDH shown for equal loading. **(E)** Serial brain sections 30  $\mu$ m thick stained with DAPI to mark nuclei. Sections shown at Bregma regions 1.41, 0.49, -2.15, and -2.91 mm (top to bottom). Regions highlighted: anterior forceps of the corpus callosum (fmi), caudate putamen (CPu), corpus callosum (cc), lateral ventricle (LV), piriform cortex (Pir), olfactory tubercle (Tu), hippocampal fields CA1 and CA2, dentate gyrus (DG), anteromedial nucleus (AM), third ventricle (3V), substantia nigra pars reticularis (SNR). Scale bar: 1mm. **(F)** Body weight tracked from birth, postnatal day 1 (P1).

**a** Resident intruder: aggressive behaviors

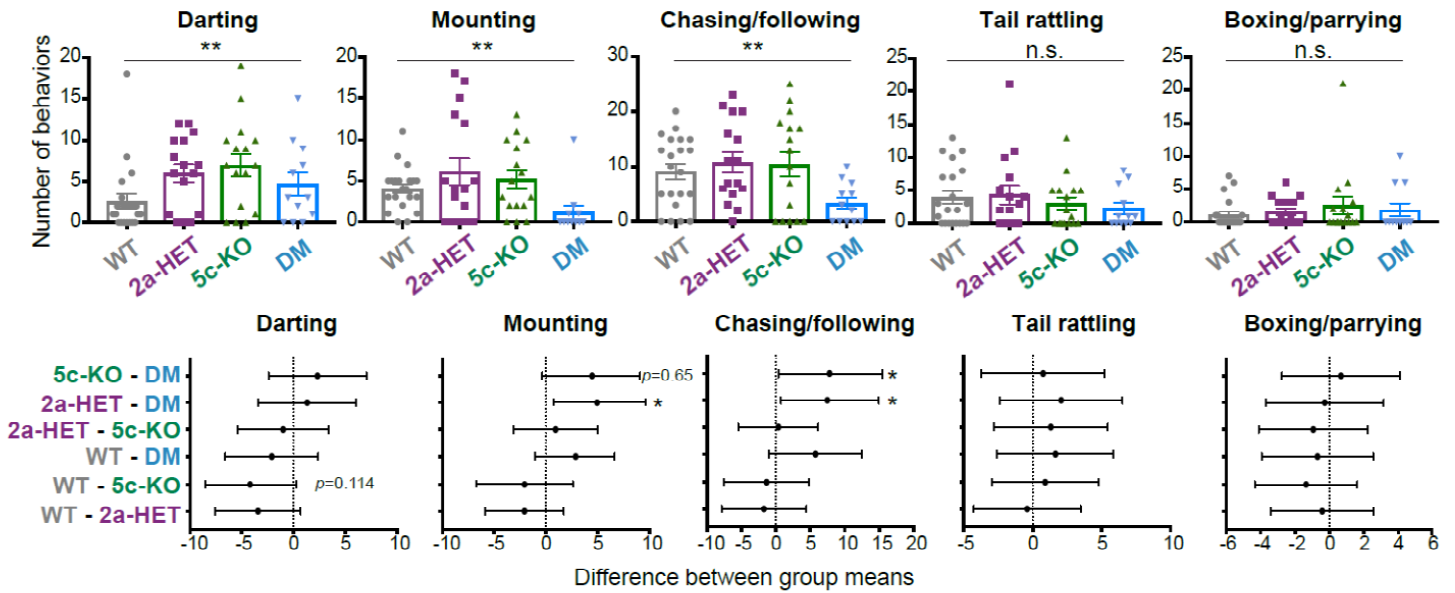

**b** Resident intruder: submissive behaviors

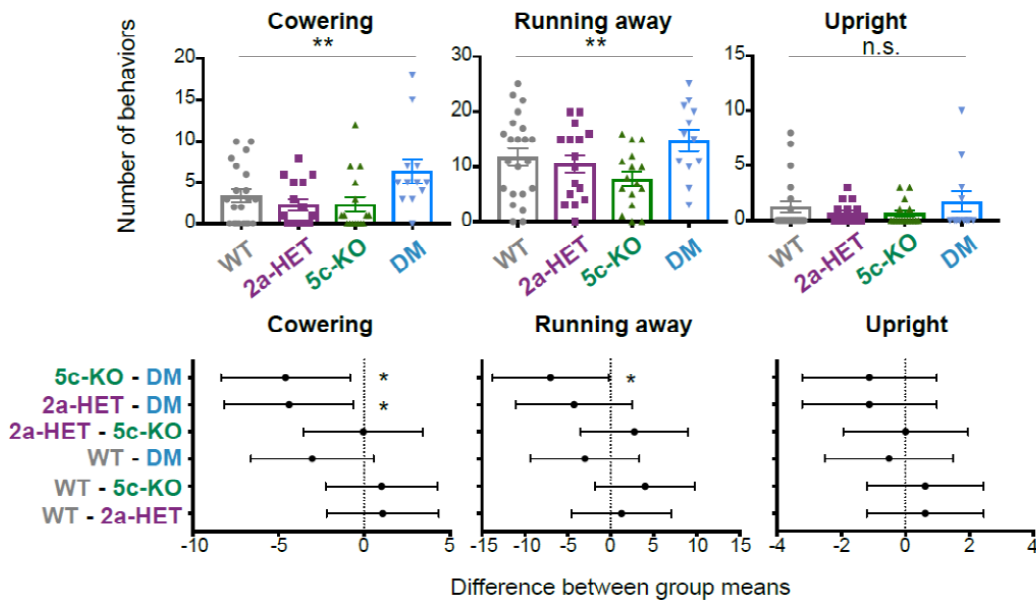

**Supplementary Figure 3. Individual behavior types in the resident intruder test. (A)** Individual aggressive behaviors (mean ± SEM, \*\* $p < 0.01$  in one-way ANOVA). N.S. depicts no statistical difference. Left panel: average number of all submissive behaviors (mean ± SEM, \* $p < 0.05$  in one-way ANOVA). Right panel: Difference between group means of submissive behaviors (mean ± 95% confidence intervals, \* $p < 0.05$ , \*\* $p < 0.01$ ). **(B)** Individual submissive behaviors (mean ± SEM, \*\* $p < 0.01$  in one-way ANOVA). N.S. depicts no statistical difference. N=21 WT, N=16 *Kmt2a*-HET, N=16 *Kdm5c*-KO, and N=12 DM animals were used for all studies. Differences between group means all aggressive **(A)** and submissive **(B)** behaviors (mean ± 95% confidence intervals, \* $p < 0.05$ ).

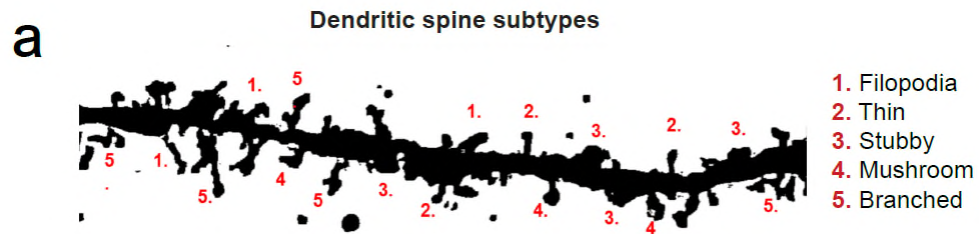

**Supplementary Figure 4. Schematic of dendrite spine subtype analysis. (A)** Projection image of a dendritic segment from a series of Z stack images derived from BLA pyramidal cells. Numerical marks adjacent to corresponding spine subtypes, represented as: 1. Filopodia, 2. Thin, 3. Stubby, 4. Mushroom, and 5. Branched.

**a** Euclidean distances between RNA-seq samples from various brain regions

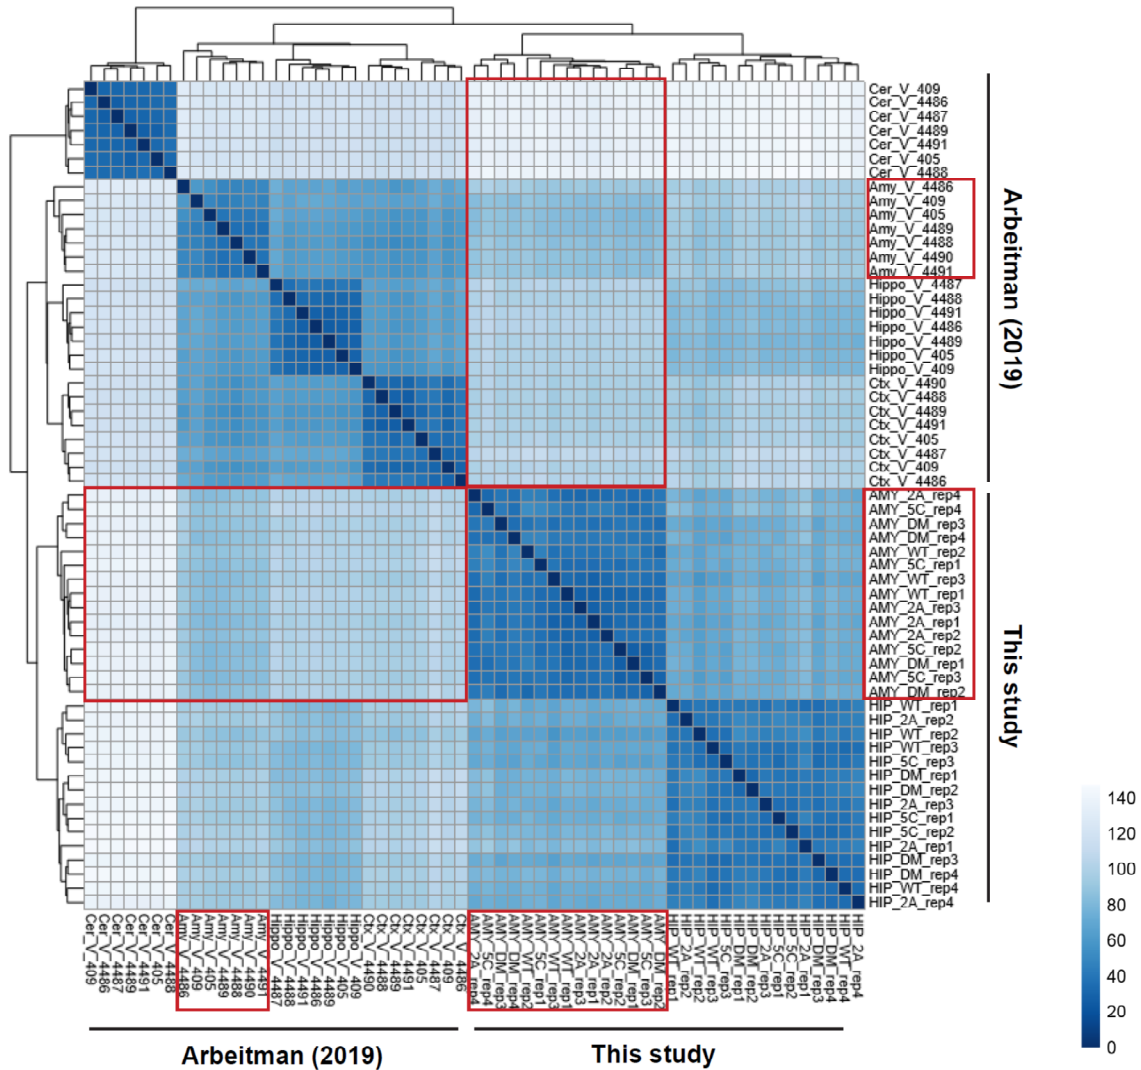

**Supplementary Figure 5. Validation of brain microdissection. (A)** To validate accuracy of our brain microdissection, we compared our RNAseq data of the hippocampus (HIP) and amygdala (AMY) with those of the Arbeitman paper (5), which involved the hippocampus (Hippo), amygdala (Amy), cerebellum (Cer), cerebral cortex (Ctx). Euclidian distance between all combination of RNA-seq data are plotted (see method). Samples from this study and the Arbeitman study are clustered separately, likely due to difference in experimental procedures and/or sex of mice. Our study used adult male mice, while the Arbeitman study used adult females. Nonetheless, our amygdala samples showed the shortest distance to the Arbeitman amygdala data compared to any other brain tissues (red rectangles). Likewise, our hippocampus data are closest to the Arbeitman hippocampus data among the four brain regions. The data demonstrate that the microdissection of brain regions in the two studies are consistent with each other.

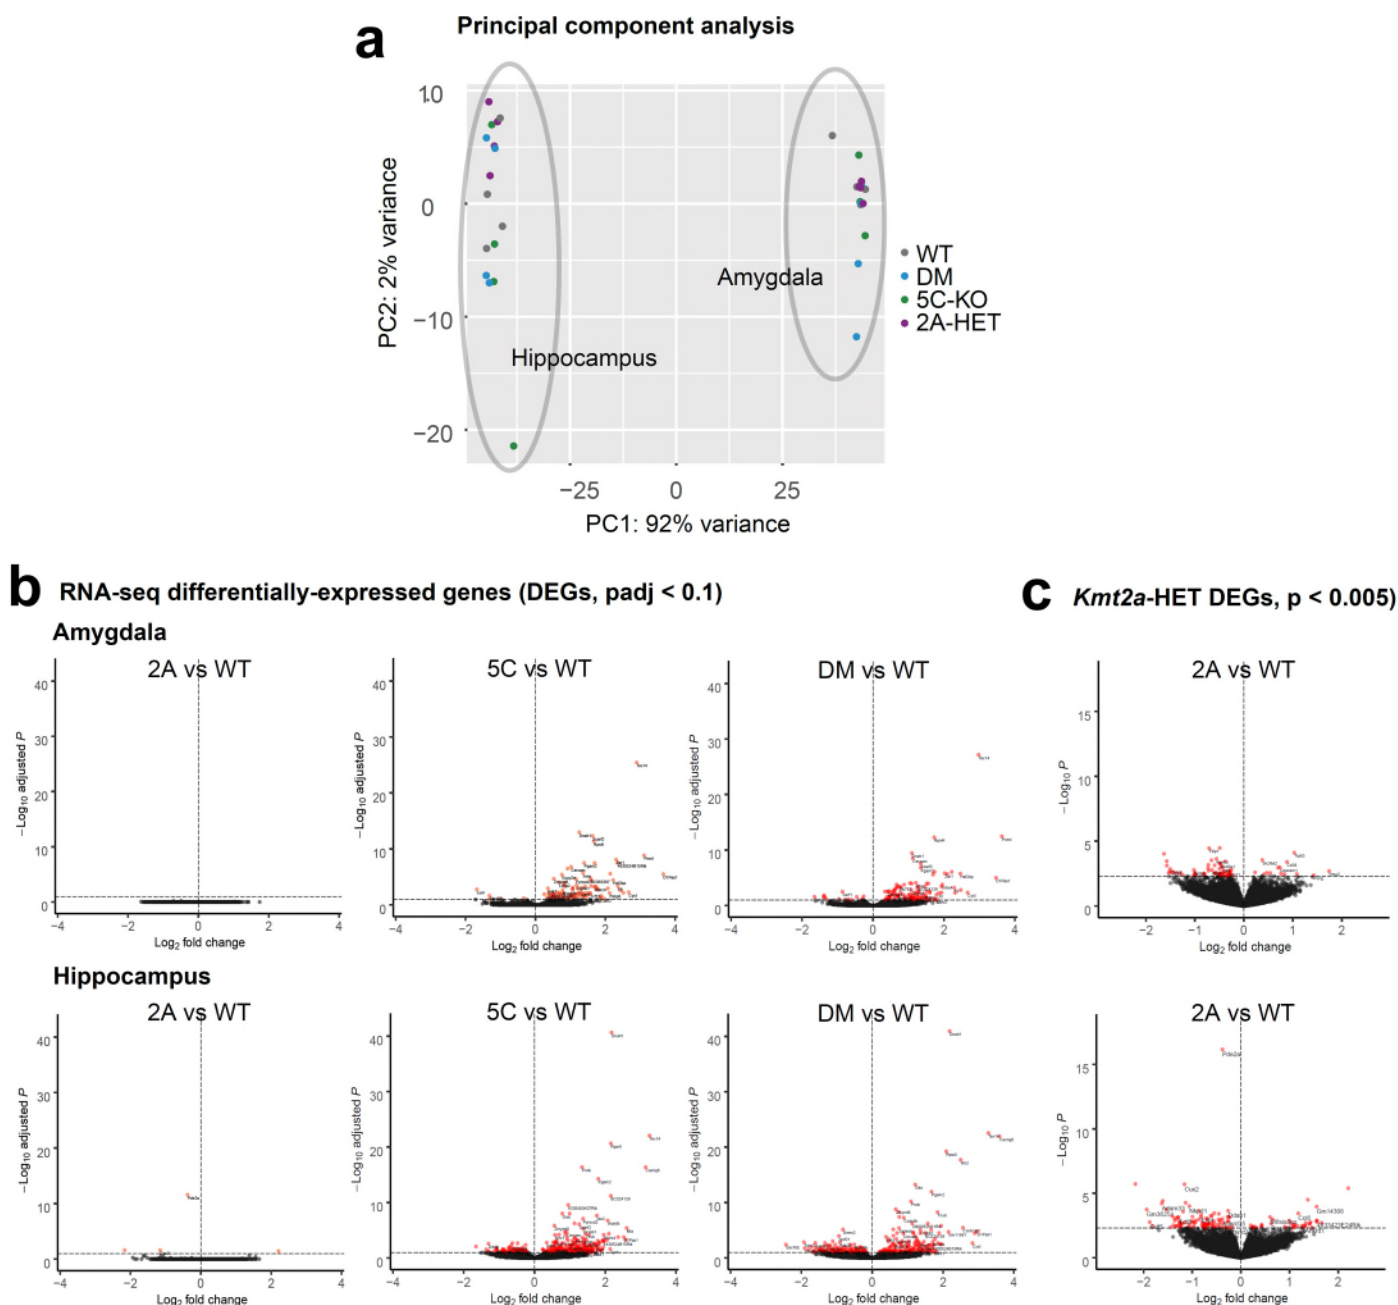

**Supplementary Figure 6. Basic analysis of RNA-seq data. (A)** PCA analysis of RNA-seq libraries. Tissue types are a stronger segregating factor than genotypes. **(B)** Volcano plot representation of differentially expressed genes (DEGs) in mutant vs WT comparisons. Red dots: DEGs with  $p_{adj} < 0.1$  (see Table S1). **(C)** Mildly dysregulated genes in *Kmt2a*-HET were recovered with a relaxed threshold.

**a** Overlap DEGs between tissues

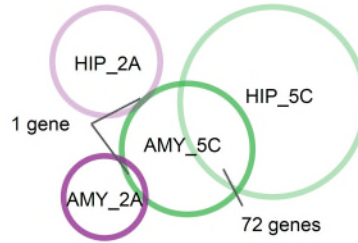

**b** Similarity in DEG expression between the two brain regions

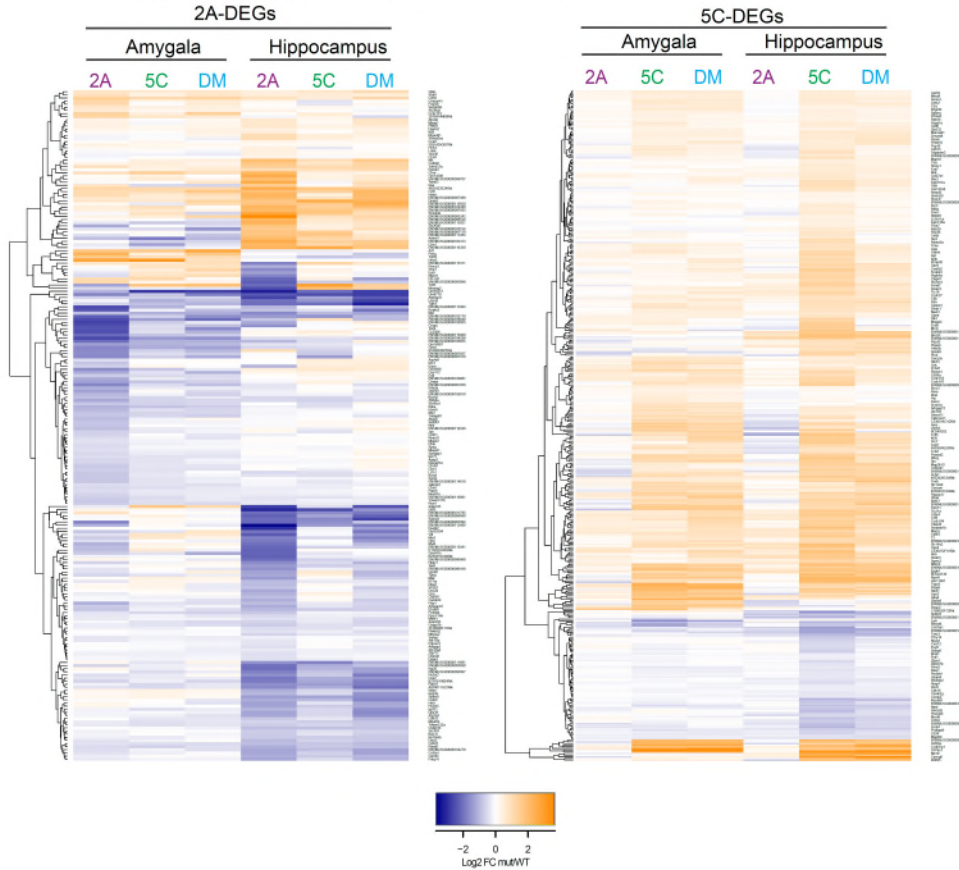

**Supplementary Figure 7. Similarity of gene misregulation between the amygdala and hippocampus. (A)** Overlap of single mutant DEGs between the amygdala (AMY) and hippocampus (HIP). 5C-DEGs overlap between the two brain regions. **(B)** Heatmap representation of log2 fold changes of 2A-DEGs (left) and 5C-DEGs (right). Overall the patterns of gene misregulation are similar in the two brain regions.

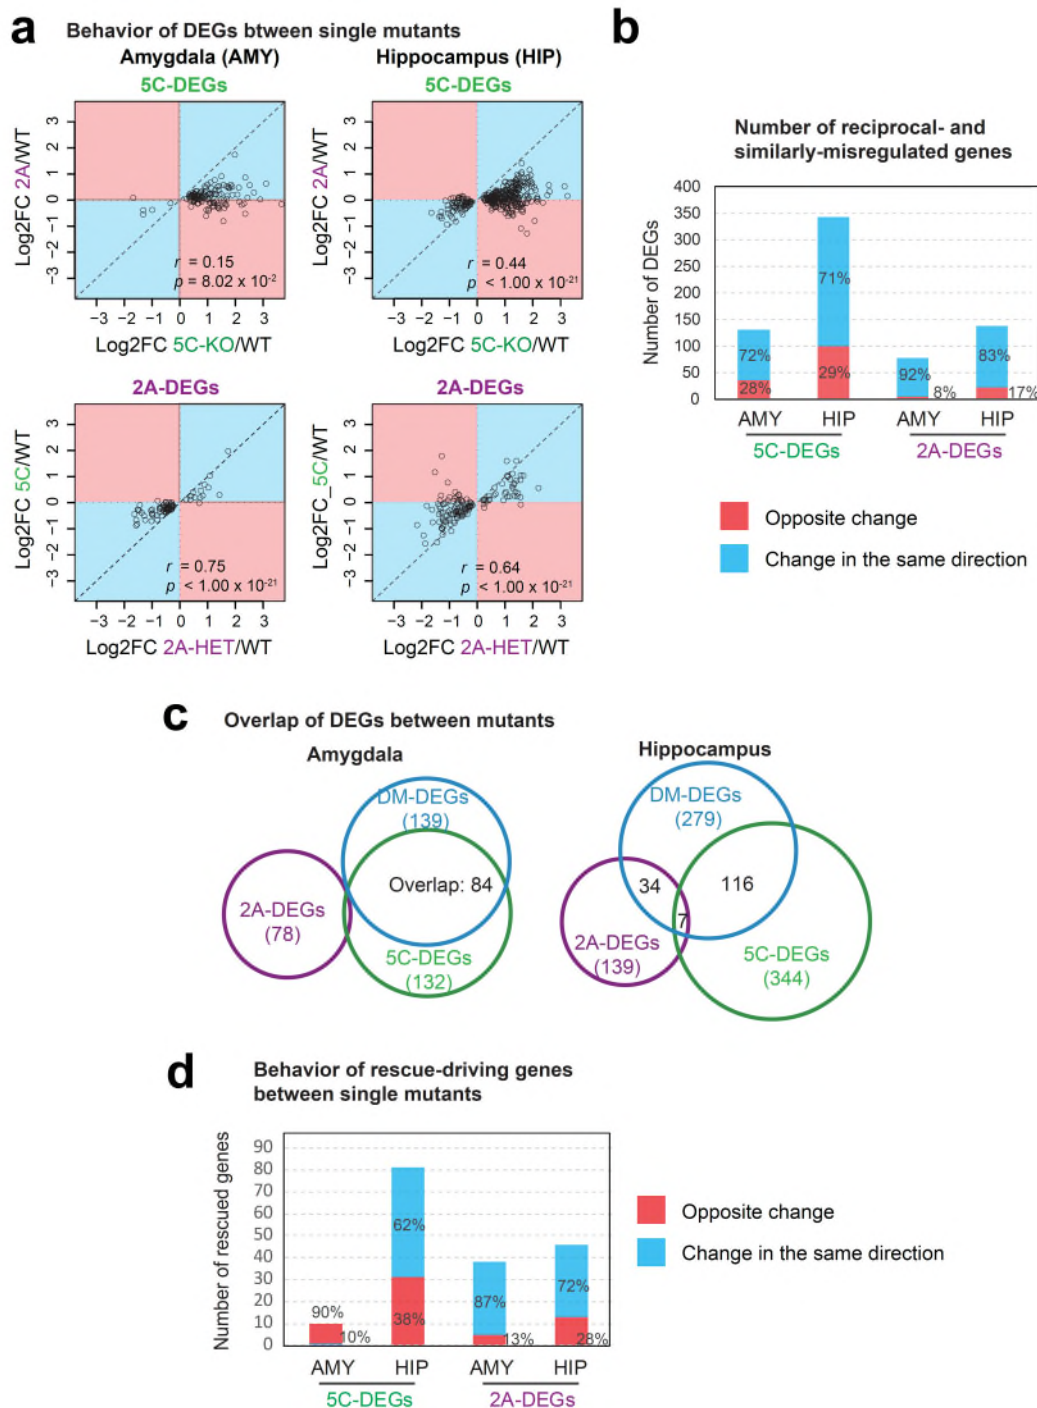

**Supplementary Figure 8. Direction of gene misregulation between *Kmt2a*-HET and *Kdm5c*-KO and their overlap in DM brain tissues. (A)** Behavior of single-mutant DEGs in the other single mutant. Log2 fold changes of DEGs found in a single mutant were plotted as a function of log2 fold changes in the other single mutant. Red shade covers genes that are regulated in the opposite direction between *Kmt2a*-HET and *Kdm5c*-KO brain tissues. Blue shade covers deregulated genes in the same direction. **(B)** The larger number of genes is dysregulated in the same direction between the two single mutants. **(C)** Overlap of DEGs between mutants. 5C- and DM-DEGs overlap substantially.

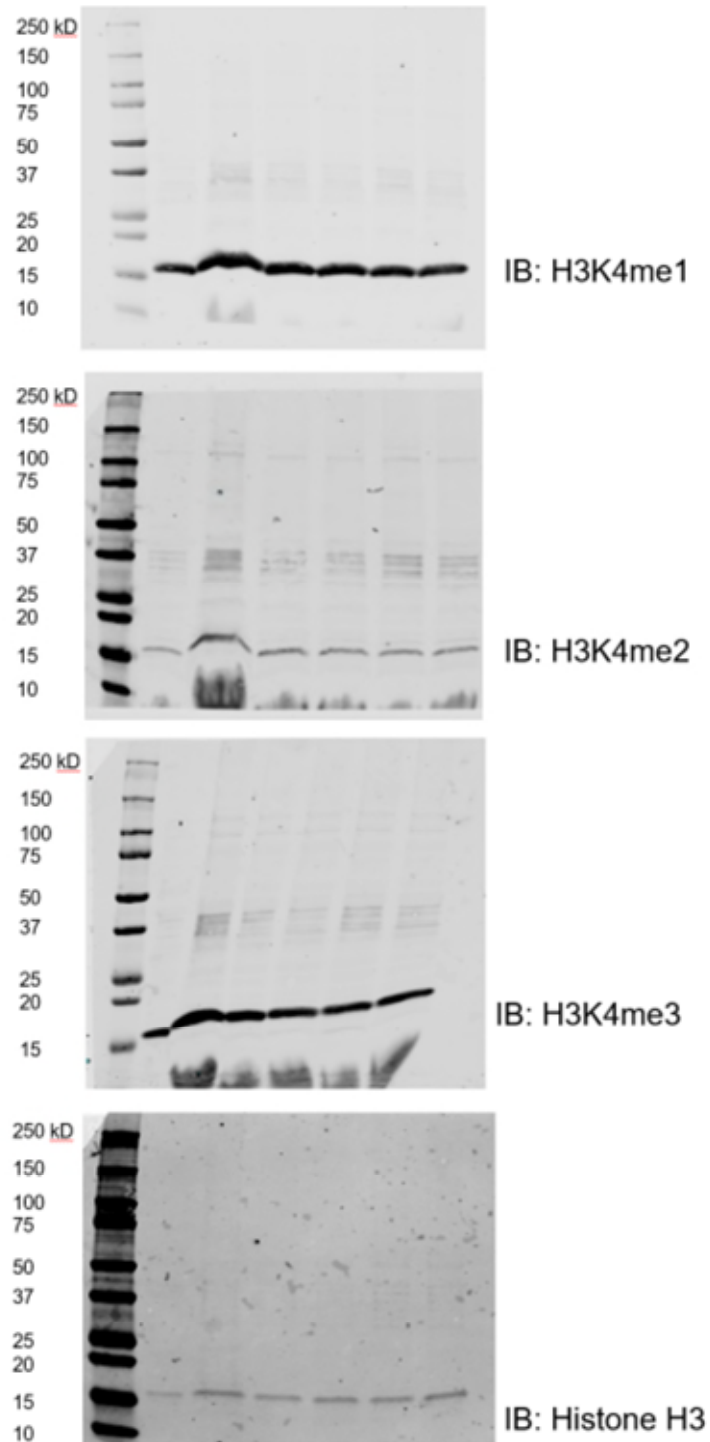

**Supplementary Figure 9. Full blots of immunoblot (IB) analyses shown in Figure 6a.**

**Supplementary Figure 10. Basic characterization of H3K4me3 ChIP-seq data. (A)** Validation of H3K4me3 ChIP-seq specificity. Barcode reads originating from spike-in nucleosomes were counted. The two synthetic nucleosomes with the H3K4me3 barcodes dominated all ChIP samples, with H3K4me1/2 nucleosomes rarely detected. **(B)** Volcano plot represents the statistical significance of differentially methylated regions (DMRs). **(C)** MA plots of DMRs revealed signal intensity-dependent misregulation of H3K4me3 in *Kdm5c*-KO, where hypomethylated regions in the mutant were highly methylated in WT.

**a** Behavior of 2A- and 5C-DMRs in DM without DM-rep2

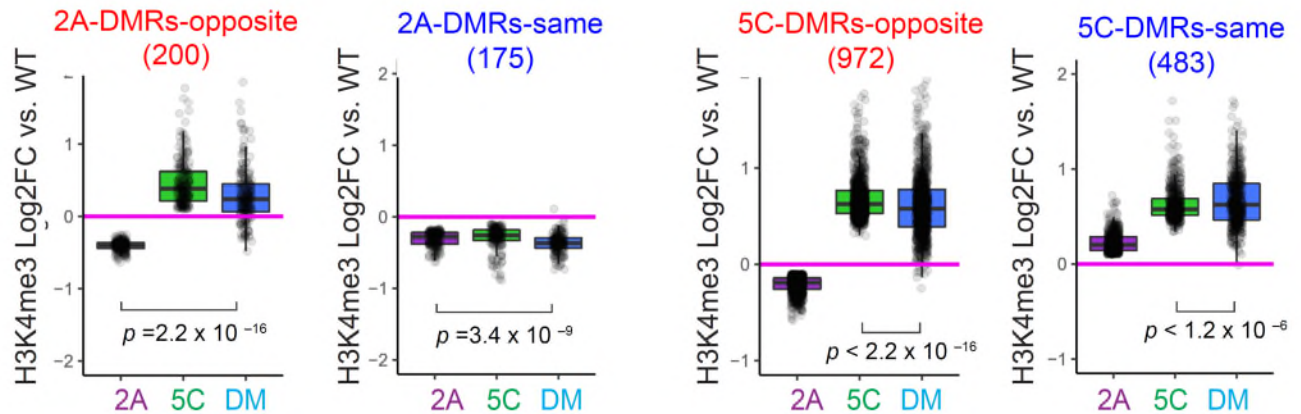

**Supplementary Figure 11. Rescue effect without DM rep2. (A)** DM rep2 showed strong rescue effect (Figure 6B). To test if H3K4me3 misregulations were alleviated in other DM replicates, we removed DM rep2 and then examined the behavior of single-mutant DMRs in DM. Log2 fold change of DMRs relative to WT were plotted across the three mutants. Boxplot features: box, interquartile range (IQR); bold line, median; gray dots, individual genes. Associated  $p$  values result from Wilcoxon signed-rank tests. Rescue effects were still evident in DM and also dependent on the direction of misregulation between the single mutants.

## a Rescued DMRs: intergenic

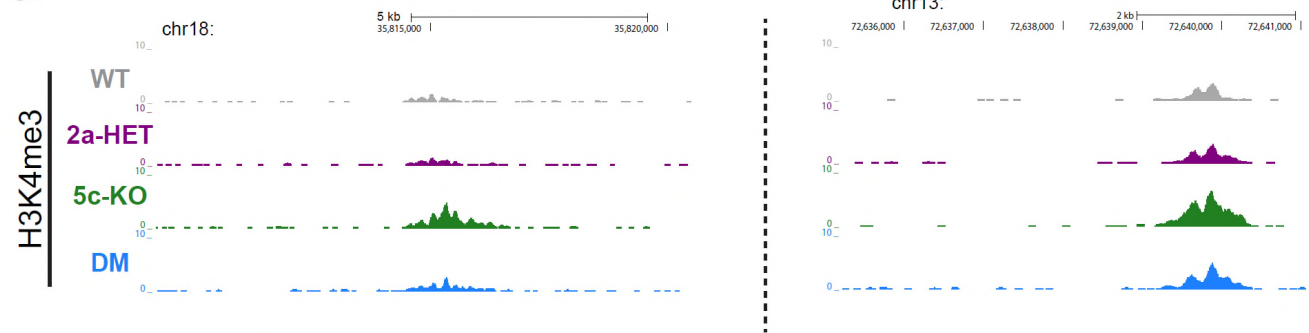

## b Rescued DMRs: promoter

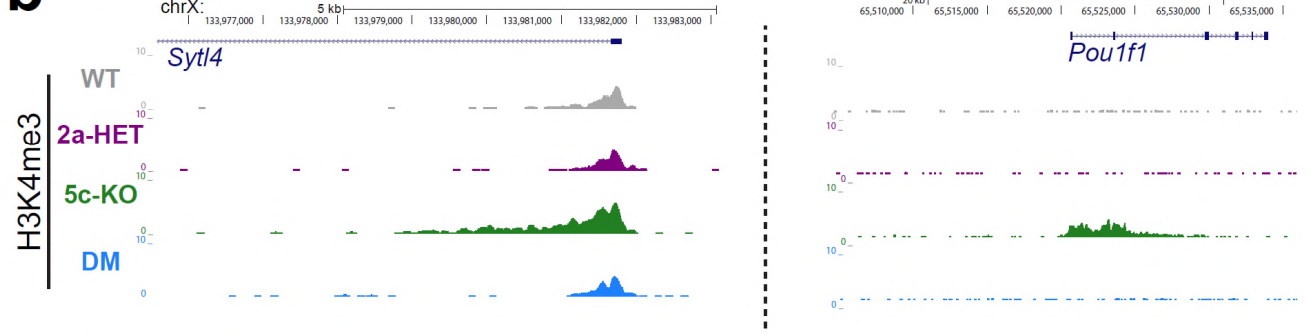

## c Unrescued DMRs

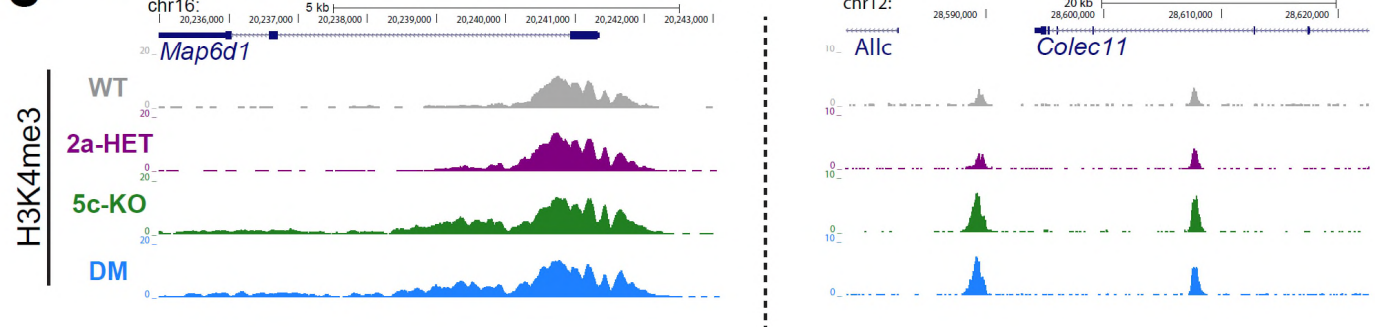

**Supplementary Figure 12. Representative loci found in the H3K4me3 ChIP-seq analysis. (A)** Representative genome browser view of two representative loci for each of the major genome areas: rescued intergenic DMRs **(A)**, rescued promoter DMRs **(B)**, un-rescued DMRs **(C)**. Represented H3K4me3 patterns are averaged signals of replicates that are normalized to read depth and spike-in nucleosome signals.

## References

1. Tasic B, Menon V, Nguyen TN, Kim TK, Jarsky T, Yao Z, et al. Adult mouse cortical cell taxonomy revealed by single cell transcriptomics. *Nat Neurosci.* 2016;19(2):335-46.
2. Lein ES, Hawrylycz MJ, Ao N, Ayres M, Bensinger A, Bernard A, et al. Genome-wide atlas of gene expression in the adult mouse brain. *Nature.* 2007;445(7124):168-76.
3. Kang HJ, Kawasawa YI, Cheng F, Zhu Y, Xu X, Li M, et al. Spatio-temporal transcriptome of the human brain. *Nature.* 2011;478(7370):483-9.
4. Pletikos M, Sousa AM, Sedmak G, Meyer KA, Zhu Y, Cheng F, et al. Temporal specification and bilaterality of human neocortical topographic gene expression. *Neuron.* 2014;81(2):321-32.
5. Arbeitman MN. Maternal Experience Leads to Lasting Gene Expression Changes in Some Regions of the Mouse Brain. *G3 (Bethesda).* 2019;9(8):2623-8.

How the deposited data were processed for this re-analysis (not part of the article)

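H3K4me3 ChIP-seq was performed on amygdala nuclei of WT, Kmt2a-HET, Kdm5c-KO and DM mice. According to the Methods, the authors aligned reads to mm10 with Bowtie, allowing up to 2 mismatches, kept uniquely mapped reads and called peaks with MACS2 against the input. The authors deposited the WT peaks as 1 list for both WT mice, with a score per summit that was read here as −log10 of the q-value. The common peak set, the removal of black-list regions, the spike-in normalization and the DESeq2 analysis described in the Methods concern all genotypes and were not repeated here. Whether black-list regions were removed from the list is not known, and the depth behind each score is not given by it.

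Every line of the list spans 1 bp, so it holds summits and not intervals. The covered length and the width of peaks, which were planned, were therefore not computed, and no widest peaks are named. The number of per-sample columns left unmatched was 0.

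Summits on chromosomes 1 to 19, X and Y were kept. Each was assigned to the first matching feature in the order promoter, 5′ UTR, 3′ UTR, first exon, other exon, first intron, other intron, 3 kb downstream and distal intergenic, with GENCODE version M21 on GRCm38. A promoter was 1 kb either side of a TSS, as in the Methods. ChIPseeker itself was not run. Shares are given with 95% Wilson intervals, which cover counting error only. Scores of promoter and other summits were compared by medians, quartiles and the share of pairs in which the promoter summit scored higher. No p-value is given, because summits and genes of 1 pooled list are not replicates.

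Lists of differentially expressed genes (DEGs) and of rescue-driving genes were read from Supplementary Data 1 and 2, and their expression values are the paper's FPKM. The share of a list's protein-coding genes with a promoter summit was placed among 10000 random lists of the same size, drawn from all protein-coding genes, and likewise for the median score. Other random lists were matched on promoter CpG content (observed over expected CpG in 500 bp either side of the outermost TSS) or on gene length, each in 10 groups of equal size. The copy of the hippocampus 2A-DEGs read here holds 138 genes, and the paper's text gives 139, so these DEGs were left out of the tests, and 10 lists remained. The copy of the amygdala 2A-rescued genes holds 38 genes, and the text gives 36. The method was tested on simulated data. Of 2000 simulated lists of 100 genes with no difference, 5.55% fell outside the central 95% of random lists. Of 300 lists built with 1 fixed, raised share, 100% did. That outcome followed from how these lists were built, so it does not measure power at the list sizes and shares of the data. The comparison of median scores was not simulated. Of 300 lists drawn from a part of the genes rich in hits, 100% fell outside without matching and 6.33% with it.

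Alternatives covered the sequences kept, the score threshold, joining of summits, the promoter window, the TSSs and biotypes used and the matching of random lists. They were chosen before the data were examined, except RefSeq TSSs, a downstream region of 300 bp and every alternative for the median scores of lists. Genes named are those of Table 1, Kmt2a and Kdm5c, those drawn in Supplementary Fig. 12, the 5 highest-scoring summits overall and among distal intergenic summits, and up to 5 DEGs with high WT FPKM and no promoter summit or low WT FPKM and a promoter summit. The genes at the highest-scoring summits overall, and the values of single microglial markers, are not reported here. Cell type markers were listed after the peak list had been opened and before their promoters were looked up, and genes of chromosome Y and Xist were chosen after their values were seen. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, samtools 1.23.1 for the genome index and BLAST 2.17.0 for mitochondrial sequence. Figures were drawn with matplotlib 3.10.9.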

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

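The tests of the mitochondrial summits were chosen after the summits were seen. The WT list holds 4 summits on mitochondrial DNA, which the paper does not discuss. They lie at positions 3107, 6303, 13665 and 16191 and have scores of 18.9, 7.12, 17.0 and 2.84. Mitochondrial DNA is not packaged with histones, and no biological explanation was tested. A candidate explanation is reads from nuclear copies of mitochondrial DNA. The sequence within 300 bp of each summit was compared with the nuclear chromosomes of GRCm38. At position 3107 the closest nuclear match over a read length of 75 bases had 10 mismatches, more than the 2 that the alignment allowed, which argues against nuclear copies in the reference as the source of that summit. The other 3 summits had a nuclear match within 2 mismatches. For these the test decides nothing. The authors kept only uniquely mapped reads, so reads matching both places equally well would have been dropped. A close nuclear match therefore does not speak for nuclear copies, and the list holds no reads that could settle the source. Unequal recovery of mitochondrial DNA between the input and the immunoprecipitated samples was not tested.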

How the results depend on the processing

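Alternatives were set before the data were examined, except where stated. No paired analysis was possible because the deposited list pools the WT mice, and no test compares groups of samples. For the same reason no fit left out a replicate. Assignment by a peak's midpoint or by at least 50% of its length was not run separately, since for summits of 1 bp both equal the main assignment, and covered length and width were not computed, as the list has no intervals.

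The score threshold had the largest effect in most families. With summits at or above the median score, 12078 summits were left, the promoter share was 94.7% in place of 71.5%, the distal intergenic share 1.87%, and the share of protein-coding genes with a promoter summit 52.0%. Only 1 of the 6 regions of Supplementary Fig. 12 then held a summit, in place of 5, and joining summits left 5. The promoter share was 61.3% with a window of 500 bp, 80.3% with 3 kb, 65.9% with protein-coding TSSs only and, chosen after seeing the data, 75.4% with RefSeq TSSs added. The distal intergenic share was 15.8% with protein-coding genes only and, chosen after seeing the data, 10.8% with a downstream region of 300 bp. Promoter summits scored higher in 81.7% of pairs with a 3 kb window and in 86.3% after joining, against 85.3%. The share of protein-coding genes was 57.1% with 500 bp, 67.1% with 3 kb and 58.2% with the outermost TSS only.

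For the lists, the score threshold lowered every share below its interval. The share with a summit at or above the median score was 35.3% for amygdala 5C-DEGs that were up, 25% for those down, 23.1% for amygdala 2A-DEGs up, 70.2% for those down, 31.7% for hippocampus 5C-DEGs up, 71.9% for those down, 66.7% for amygdala 5C-rescued genes, 35.1% for hippocampus 5C-rescued genes, 50% for amygdala 2A-rescued genes and 46.9% for hippocampus 2A-rescued genes. With the outermost TSS only, the share was 62.7% for amygdala and 67.9% for hippocampus 5C-DEGs up. For the latter it was 70.4% with a window of 500 bp and 83.8% with 3 kb. For hippocampus 5C-DEGs down it was 78.1% with 500 bp and 80.8% with genes of every biotype, and for amygdala 2A-DEGs down 71.9% with every biotype.

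The rank of a list's share among random lists changed its side of the random median, or moved into or out of the central 95% of random lists, in the following cases, each given as the percent of random lists at or below the share. With summits at or above the median score, it was 0.07 for amygdala 5C-DEGs up, 27.9 for amygdala 5C-DEGs down, 3.25 for amygdala 2A-DEGs up, 0 for hippocampus 5C-DEGs up, 88.9 for amygdala 5C-rescued genes, 0.26 for hippocampus 5C-rescued genes and 34.4 for hippocampus 2A-rescued genes. With the outermost TSS only, it was 85.4 for amygdala 5C-DEGs up and 47.8 for amygdala 2A-DEGs up. With genes of every biotype, it was 99.99 for amygdala 2A-DEGs up, 100 for amygdala 2A-rescued genes and 100 for hippocampus 2A-rescued genes. With lists matched on CpG content, it was 99.99 for amygdala 2A-DEGs up and 92.5 for amygdala 2A-DEGs down. With a 3 kb window, it was 99.3 for amygdala 2A-rescued genes. For the median score, whose alternatives were all chosen after seeing the data, the percent at or below it was 4.18 for amygdala 2A-DEGs up and 2.59 for hippocampus 2A-rescued genes with lists matched on CpG content and the percent at or below it was 76 for amygdala 2A-DEGs down with a 3 kb window. The causes of these changes were not tested. The lists of up to 14 genes, amygdala 5C-DEGs down, amygdala 2A-DEGs up and amygdala 5C-rescued genes, are too small for their ranks to be precise. Because 1 pooled list stands for both WT mice, every value holds for this list only.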

Differences from the paper's values

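Fig. 6f gives genomic features for the peaks of all genotypes together, as intervals, and the values here are for WT summits. First exons held 0.563% of WT summits, against the paper's about 2% in Fig. 6f, read by eye. With protein-coding genes only the share was 0.472%, and with summits at or above the median score it was 0.422%, so neither alternative set before the data were examined closed the gap. For 3′ UTRs the share was 0.924% against the paper's about 2% in Fig. 6f, read by eye, and the same alternatives gave 1.03% and 0.166%, which also left the gap open. First introns held 9.02% against the paper's about 6% in Fig. 6f, read by eye. With protein-coding genes only the share was 8.55%, within 1.5 times the paper's, and with summits at or above the median score it was 1.67%, which was not.

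Supplementary Fig. 12 presents the displayed region of chromosome 18 as intergenic. The WT summit there, at 35815024, lies in an intron of the processed transcript AC141471.2 in GENCODE version M21, which spans 35799842 to 35858441.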

Other observations

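The tests of promoter scores of DEGs and of distal intergenic summits were chosen after the values were seen, and those of the shares of DEGs before. The tests of summits outside promoters, RefSeq TSSs included, were added after the peak list had been opened and before their results were seen. DEGs and FPKM are the paper's, from RNA-seq of mice in another age range. The summits are from amygdala, so for genes called in hippocampus they describe another tissue.

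Among amygdala 5C-DEGs that were up, 78 of 102 protein-coding genes had a WT promoter summit, or 76.5% (95% Wilson interval 67.4 to 83.6%), and 99.5% of random lists had this share or a lower one. Matching on CpG content at the outermost TSS or on gene length did not remove it. Of lists matched on CpG content 100%, and of lists matched on length 99.99%, were at or below the share. A summit near any TSS of a gene counted, and CpG content at the other TSSs and the number of TSSs were not matched. Of the 10 lists tested, 6 lay above the central 95% of random lists and 0 below. Some of these lists share genes. The 5C-rescued genes were picked from the 5C-DEGs, and the paper reports 5C-DEGs that overlap between amygdala and hippocampus. The 10 lists are therefore not independent, and the count does not measure agreement between separate lists. For some lists the place above the random lists depends on the processing. With summits at or above the median score, the percent of random lists at or below the share fell for 4 of the 6 lists. It was 0.07 for amygdala 5C-DEGs up, 0 for hippocampus 5C-DEGs up and 0.26 for hippocampus 5C-rescued genes, which places these lists below the random ones. For amygdala 5C-rescued genes it was 88.9, inside the central 95%. It stayed above the central 95% for amygdala 2A-DEGs down (99.55) and hippocampus 5C-DEGs down (99.97). With lists matched on CpG content, it was 92.5 for amygdala 2A-DEGs down, inside the central 95%. Of the other 5 of the 6 lists, amygdala 5C-rescued genes had a summit at 9 of 9 genes. No random list can exceed that share, so their percent is 100 with any matching and decides nothing. The remaining lists stayed above the central 95% with this matching, at 99.53 or more. With the outermost TSS only, the percent was 85.4 for amygdala 5C-DEGs up, inside the central 95%. The other 5 of the 6 lists stayed above the central 95%, at 98.45 or more. Random lists, matched ones included, were drawn from all protein-coding genes, including genes not expressed in brain. DEGs can only be called among expressed genes, so drawing from all genes can raise the ranks. This was not tested, as expression values of all genes were not used here, and it stays open. Olfactory receptor genes, looked at as genes without a role in the amygdala, had a promoter summit in 3 of 1135 cases. Without them, 68.2% of protein-coding genes had a promoter summit, against 64.7% with them. Random lists drawn without them would therefore have higher shares, and ranks against such lists were not computed.

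The promoter scores of these DEGs were low. Amygdala 5C-DEGs that were up had a median score of 87.9, and 0% of random lists of genes with a promoter summit had a median as low (central 95% of lists, 175.0 to 211.4). The pattern was noticed in this list after the medians of all lists had been computed, and it is not specific to it. Of the 10 lists, 6 had a median below the central 95% of random lists and 4 below that of CpG-matched lists. Because some of the lists share genes, these counts too are not of independent lists. In these amygdala summits, hippocampus 5C-DEGs that were up had a median of 86.5 and hippocampus 5C-rescued genes one of 88.7. Each had 0% of random lists as low. The lowest median of the 10 lists, 56.4, was that of the amygdala 2A-DEGs that were up, of which 10 had a summit, with 0.1% of random lists and 4.18% of CpG-matched lists as low. Amygdala 2A-DEGs that were down had a median of 179.2, with 13.3% of lists as low. For amygdala 5C-DEGs up, CpG content at the outermost TSS does not account for the low scores, since 0% of CpG-matched lists were as low. Low WT expression may be a part of the cause. Leaving out 1 gene in both lists, the protein-coding genes of this list and of the amygdala 2A-DEGs were split by WT FPKM into 3 groups of nearly equal size. The median score of 5C-DEGs up was lower than that of amygdala 2A-DEGs in 3 of 3 groups, with medians of 31.3 against 113.3, 82.9 against 97.4 and 129.8 against 209.9 from the lowest to the highest FPKM. Relabelling the genes within these groups gave a difference as low in 0.69% of 10000 cases, but this decides nothing about chance, because the list had been picked for its low median and was tested on the same genes. In the lowest and the highest group the 5C-DEGs with a summit also had the lower median FPKM, 0.39 against 0.556 and 23.1 against 50.2. In the middle group they had the higher median FPKM, 5.2 against 2.76, and still the lower median score, which goes against expression, but the score quartiles there overlapped (51.0 and 131.6 against 64.0 and 157.9). Low promoter H3K4me3 and low expression therefore cannot be told apart with groups this wide. No mutant sample was analysed here, and no biological explanation was tested.

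Among the amygdala 5C-DEGs that were up, Apoc1, Crybb1, Kcne1l, Acta1 and Jsrp1 had the highest of the paper's WT FPKM values without a promoter summit, from 14.1 for Apoc1 to 4.19 for Jsrp1. Trim71, 4930524B15Rik, Rnf17, Ccnb1ip1 and Hmx2 had the lowest with one. Ccnb1ip1 and Hmx2, each at 0.14 FPKM in the paper, had summit scores of 204.0 and 23.8.

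Of the 10 genes in Table 1, 8 had a WT promoter summit, with scores from 5.06 for Mc3r to 185.4 for Adcy2. Tacr1 had a score of 67.8, Trh 15.4, Gabre 95.7, Adora2a 40.5, Agt 49.0 and P2ry14 5.67. All 8 lay below 194.6, the median of protein-coding genes with a promoter summit. Lhb and Pomc had none within 1 kb, and the nearest summits lay 2286 and 5216 bp from their TSSs.

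The 6879 summits outside promoters were tested for technical sources. Within 3 kb of a higher-scoring promoter summit lay 16.5% of them, which argues against secondary summits of promoter peaks as the main source. RefSeq TSSs lay within 1 kb of 13.5%, which argues against TSSs that RefSeq holds and GENCODE lacks as the main source. The test cannot see TSSs missing from both annotations, and these stay open. The low scores of the summits, weak peaks at a lenient threshold and regulatory elements outside promoters also stay open, and no biological explanation was tested.

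The 5 highest-scoring distal intergenic summits had scores from 268.8 to 296.0 and lay at 118089869 on chromosome 14, 104571796 and 109866875 on chromosome 5, 57975739 on chromosome 15 and 96500721 on chromosome 3. The nearest RefSeq TSSs were those of the transfer RNA gene n-TFgaa5, Zfp33b, AB010352 and the transfer RNA genes n-TMcat16 and n-THgtg8, between 124 and 316 bp away. A hypothesis from these 5 was that strong distal summits mark TSSs missing from GENCODE. Without these 5, which prompted the test, 108 of the 221 distal intergenic summits at or above the median score lay within 1 kb of a RefSeq TSS, or 48.9% (95% Wilson interval 42.4 to 55.4%), so whether a majority does, as the test asked, is not decided. With them the share was 113 of 226, or 50%. The 221 positions shifted by 10 kb gave 13.1%. Among the 2047 lower-scoring distal summits the share was 14.0%, and 5.76% after the shift. Missing TSSs may thus be a source of a part of the strong distal summits, and the rest stay open.

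Promoters of cell type markers carried summits at 10 of 10 neuronal genes (median score 209.3), 8 of 8 astrocyte genes (135.5), 7 of 8 oligodendrocyte genes (102.8), 8 of 8 endothelial genes (32.4) and 8 of 8 microglial genes (15.9). Olig1 was the exception, with the nearest summit 1223 bp from its TSS. The amygdala contains all of these cells, and their proportions were not tested. Xist had no promoter summit, and 4 of 6 genes of chromosome Y had one (Uty, Ddx3y, Eif2s3y and Kdm5d, not Usp9y or Zfy1), genes chosen after their values were seen. The paper states that the mice were male.

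The Methods define rescue by a log2 fold change between single mutant and DM beyond a threshold. In the paper's values for the 175 rescue-driving genes of the 4 lists, the ratio of the log2 fold changes of single mutant and DM exceeded 2 for 175 genes (smallest 2.01), and their difference exceeded 2 for 0 genes (largest 1.88). The log2 fold change of DM against WT was below 0.7 in size for 175.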
